# Large-scale analysis of the integration of enhancer-enhancer signals by promoters

**DOI:** 10.7554/eLife.91994

**Published:** 2024-10-28

**Authors:** Miguel Martinez-Ara, Federico Comoglio, Bas van Steensel

**Keywords:** enhancer, promoter, compatibility, gene regulation, Mouse

## Abstract

Genes are often regulated by multiple enhancers. It is poorly understood how the individual enhancer activities are combined to control promoter activity. Anecdotal evidence has shown that enhancers can combine sub-additively, additively, synergistically, or redundantly. However, it is not clear which of these modes are more frequent in mammalian genomes. Here, we systematically tested how pairs of enhancers activate promoters using a three-way combinatorial reporter assay in mouse embryonic stem cells. By assaying about 69,000 enhancer-enhancer-promoter combinations we found that enhancer pairs generally combine near-additively. This behaviour was conserved across seven developmental promoters tested. Surprisingly, these promoters scale the enhancer signals in a non-linear manner that depends on promoter strength. A housekeeping promoter showed an overall different response to enhancer pairs, and a smaller dynamic range. Thus, our data indicate that enhancers mostly act additively, but promoters transform their collective effect non-linearly.

## Introduction

### Enhancers: background

Enhancers are DNA elements, typically a few hundred base pairs long, that bind transcription factors (TFs) and boost the activity of genes in cis (Banerji et al., 1981). Over the past decades, many insights have been obtained into the molecular architecture of enhancers, the roles of TFs and their cofactors, the interplay of these factors with chromatin, and the diversity of mechanisms that govern the interactions of enhancers with promoters (Kim and Wysocka, 2023).

### MPRAs to probe enhancers

In recent years, massively parallel reporter assays (MPRAs) have been developed to systematically dissect the sequence features that determine the functionality of regulatory elements by probing thousands or even millions of DNA elements in a multiplexed manner (Inoue and Ahituv, 2015; Klein et al., 2020; Gallego Romero and Lea, 2023). Among others, two-way combinatorial MPRA studies that tested a large number of enhancer-promoter pairs revealed a variable degree of intrinsic compatibility between enhancers and promoters (Zabidi et al., 2015; Bergman et al., 2022; Martinez-Ara et al., 2022), in line with earlier evidence from analyses of single genomic loci (Bertolino and Singh, 2002; Chang et al., 2004; Vakoc et al., 2005; Jing et al., 2008; Deng et al., 2012).

### Modes of enhancer interplay are still poorly understood

Surveys of mammalian genomes suggest that there are many more enhancers than genes (The ENCODE Project Consortium, 2012). Indeed, genes are frequently controlled by multiple enhancers (Shlyueva et al., 2014; Gasperini et al., 2020; Kim and Wysocka, 2023). Often, such enhancers are clustered and jointly regulate a nearby tissue-specific gene (Tuan et al., 1985; Grosveld et al., 1987; Tolhuis et al., 2002; Deng et al., 2012; Hnisz et al., 2013; Whyte et al., 2013; Hay et al., 2016; Schoenfelder and Fraser, 2019; Brosh et al., 2023). However, how multiple enhancers act together to control a single promoter is still poorly understood. Several studies have found that enhancers can combine either additively (Bothma et al., 2015; Lam et al., 2015; Dukler et al., 2016; Hay et al., 2016; Will et al., 2017; Lin et al., 2022), supra-additively (indicating synergy) (Bothma et al., 2015; Lam et al., 2015; Joo et al., 2016; Shin et al., 2016; Carleton et al., 2017; Thomas et al., 2021; Lin et al., 2022; Brosh et al., 2023), or sub-additively (indicating redundance) (Moorthy et al., 2017; Osterwalder et al., 2018). Nevertheless, all of these studies tested only small numbers of enhancers in one or a few genomic loci. Therefore, it is still unclear what the globally predominant mode of functional interaction is between enhancers, and how this may depend on the target promoter. For this, more scalable approaches are needed. Here, we report such an approach.

### Systematic approach

To systematically assess enhancer-enhancer (EE) interplay and the collective effect on promoter activity, we designed a three-way combinatorial MPRA based on our previous combinatorial reporters (Martinez-Ara et al., 2022). This assay allowed us to test tens of thousands of enhancer-enhancer-promoter (EEP) combinations in a uniform setting (Inoue and Ahituv, 2015; van Arensbergen et al., 2017; Martinez-Ara et al., 2022). In order to test how different promoters might affect the enhancer interplay and their output, we not only varied enhancer pairs, but also the identity of the promoter in the three-way combinations.

### Results and significance

By testing about 69,000 EEP combinations in mouse embryonic stem cells (mESCs) we found that pairs of enhancers mostly combine near-additively. Furthermore, promoter choice affects this EE interplay, and promoters integrate the enhancer effects in a non-linear manner. Our three-way combinatorial approach provides further insights into two key aspects of gene regulation: how enhancers combine their effects, and how promoters integrate enhancer signals.

## Results

### Construction of libraries/experimental design

#### Triple combinations approach

To systematically test how pairs of enhancers work together and in turn activate promoters, we implemented a three-way combinatorial approach in an MPRA. We designed a cloning strategy that enabled us to construct libraries of tens of thousands of reporters that each contain a different EEP combination (Figure 1A and B).

**Figure 1.**
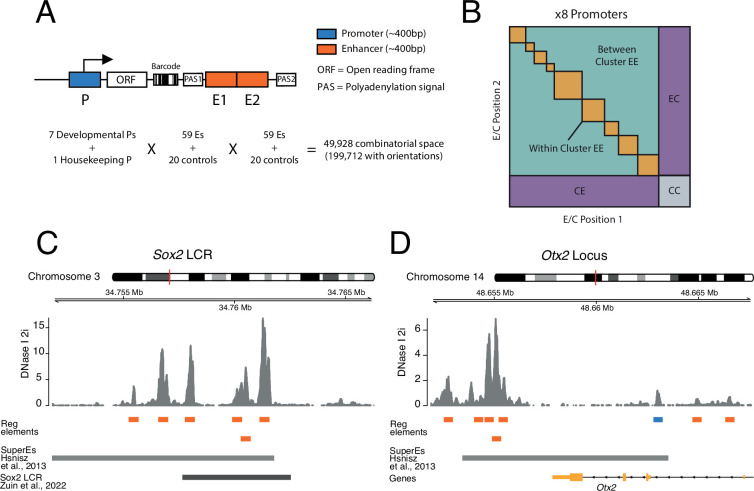
Schematic of three-way combinatorial approach. (**A**) Three-way combinatorial massively parallel reporter assay (MPRA) design to test enhancer-enhancer-promoter combinations. Eight barcoded reporter assay libraries, one per promoter, were constructed. Pairs of DNA elements (enhancers and scrambled control sequences) were inserted after barcoded reporter. The enhancers and controls can be placed in both orientations in either the enhancer position 1 (E1) or enhancer position 2 (E2). (**B**) The design of the library yields eight matrices that contain control-control combinations (CC), enhancer-control combinations (EC and CE), and enhancer-enhancer combinations (EE). (**C** and **D**) Two example loci, *Sox2* LCR (locus control region) (**C**) and *Otx2* (**D**) from where we selected enhancers to test in the reporter libraries. Enhancers (orange) were defined around DNAse I hypersensitivty sites from mouse embryonic stem cells (mESC). Promoters (blue) were chosen according to transcription start site (TSS) annotation and mESC DNAse I hypersensitivty sites. DNAse I data is from Joshi et al., 2015.

**Figure 1—figure supplement 1.**
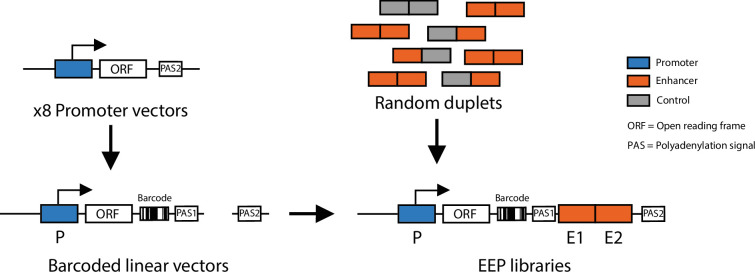
Schematic of cloning strategy to generate enhancer-enhancer-promoter libraries. First the eight different promoters were cloned into a reporter vector. Each of the eight vectors was barcoded and linearised, random enhancer-enhancer, enhancer-control, and control-control combinations were cloned downstream of the barcoded reporter.

#### Model system and promoter selection

For these experiments we chose mESCs as a model. We selected eight promoters that are active in mESCs. Of these, seven are from tightly regulated genes that are involved in the control of the pluripotency state of the cells or their exit from this state (*Klf2, Sox2, Nanog, Otx2, Lefty1, Ffg5, Tbx3*) (Acampora et al., 2013; Dunn et al., 2014; Kim et al., 2014; Thomas et al., 2021). In addition, we included the promoter of the housekeeping (Hounkpe et al., 2021) gene *Ap1m1*, which neighbours the *Klf2* gene. 

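In the RefSeq annotation of GRCm38 (mm10), the *Ap1m1* gene lies on chromosome 8 from 72240013 to 72257386 and the *Klf2* gene from 72319062 to 72321654, so that 61675 bp separate them. The 4 enhancers of the *Klf2* locus lie on the same chromosome between 72271222 and 72334447. Klf2_E046, which starts at 72271222 and is 450 bp long, is 13836 bp from *Ap1m1* and 47391 bp from *Klf2*.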

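Supplementary file 1 gives each of the 8 promoter fragments a length of 450 bp in mm10. The *Sox2* promoter fragment lies on chromosome 3 from 34649971 to 34650420, and that of *Klf2* on chromosome 8 from 72318658 to 72319107. The *Otx2* fragment lies on chromosome 14 from 48662796 to 48663245, and that of *Fgf5* on chromosome 5 from 98253809 to 98254258. The *Lefty1* fragment lies on chromosome 1 from 180934602 to 180935051, and that of *Nanog* on chromosome 6 from 122707114 to 122707563. The *Ap1m1* fragment lies on chromosome 8 from 72239767 to 72240216, and that of *Tbx3* on chromosome 5 from 119670652 to 119671101. Each fragment overlaps the RefSeq gene it is named after.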

From each promoter we approximately included the −350 to +50 bp region around the transcription start site (TSS), because this includes the most information-rich part of functional promoters (Martinez-Ara et al., 2022; van Arensbergen et al., 2017).

#### Clusters of enhancers selection

We selected clusters of enhancers that are either known to regulate the above promoters (Blinka et al., 2016; Thomas et al., 2021; Zuin et al., 2022; Brosh et al., 2023), or are candidates for such function because of their proximity to the respective promoters (see Methods and Supplementary file 1; Hnisz et al., 2013; Whyte et al., 2013). We also included putative enhancers from two additional developmental genes from the core pluripotency network (*Pou5f1 and Nodal*) (Dunn et al., 2014) that are located elsewhere in the genome.

#### Definition and selection of single enhancers

We defined single enhancers as ~400 bp elements overlapping with DNase hypersensitive sites (DHSs) in clusters of enhancers (Figure 1C and D), as previously described (Martinez-Ara et al., 2022). Some of these enhancer clusters could be considered as single large enhancers (Long et al., 2016). However, since DHSs have been shown to retain enhancer activity individually (Barakat et al., 2018; Agrawal et al., 2021; Bergman et al., 2022; Martinez-Ara et al., 2022) we decided to test the combinatorial contributions of these smaller elements of an enhancer cluster. In total we selected 59 of such single enhancers. 

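Supplementary file 1 lists 61 enhancer fragments of 450 bp in mm10, of which 59 occurred in at least 1 measured combination. Lefty1_E092 and Tbx3_E204 occurred in 0 combinations. Nodal_E161 occurred in 9 EE combinations and in no EC combination, which leaves 58 enhancers with a single-enhancer measurement. Of the listed fragments, 13 overlap the body of a protein-coding gene in the RefSeq annotation of GRCm38 and 48 lie outside. The enhancers come from 9 loci. The 6 fragments of the *Sox2* locus lie on chromosome 3 from 34755230 to 34761573, and the 4 of *Klf2* on chromosome 8 from 72271222 to 72334447. The 7 fragments of *Otx2* lie on chromosome 14 from 48652530 to 48666760, and the 5 of *Fgf5* on chromosome 5 from 98255706 to 98313583. The 8 fragments of *Lefty1* lie on chromosome 1 from 180888586 to 180945956, and the 8 of *Nanog* on chromosome 6 from 122662794 to 122770700. The 7 fragments of *Tbx3* lie on chromosome 5 from 119656667 to 119682245, the 9 of *Pou5f1* on chromosome 17 from 35490315 to 35509728, and the 7 of *Nodal* on chromosome 10 from 61405298 to 61423659.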

We also included 20 random sequences as negative controls (see Methods, Supplementary file 2).

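Supplementary file 2 gives the sequences of the 20 controls. In the measured combinations, 5 of them are random sequences and 15 are shuffled sequences. Of the 20 sequences, 19 are 493 bp long and 1 is 481 bp long, and their GC content ranges from 45.2% to 57.6%. All of them start with the same 22 bp and end with the same 21 bp.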

#### Cloning of libraries

We cloned each promoter separately into the reporter assay vector. We then barcoded the eight separate vectors (see Methods). Next, we randomly combined enhancers and controls into pairs and cloned them into the eight different barcoded vectors downstream of the promoters (Figure 1A and Figure 1—figure supplement 1). This generated eight different EEP combinatorial libraries, one per promoter, with a total combinatorial space of 49,928 (8 promoters × 79 enhancers and controls × 79 enhancers and controls) or 199,712 if we consider the four possible orientation/position combinations of each enhancer or control fragment (Figure 1A). Of this space, the libraries covered 138,528 (69%) of the total combinatorial space, and after application of stringent quality filters (see Methods) we were able to determine activities of 110,180 (55%) combinations (Supplementary file 3).

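The share of the 24964 possible fragment, position and orientation combinations per promoter for which an activity was determined was 46.2% for *Sox2*, 59.8% for *Klf2*, 56.2% for *Otx2*, 36.5% for *Fgf5*, 64.2% for *Lefty1*, 57.1% for *Nanog*, 63.6% for *Ap1m1* and 57.7% for *Tbx3*. The smallest library, that of *Fgf5*, held 9122 combinations, and the largest, that of *Lefty1*, 16036 combinations. The authors' filter required at least 5 barcodes per combination, each with at least 8 pDNA counts.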

#### Explanation of library design

The design of the libraries generates eight matrices, one per promoter. These contain three types of combinations (Figure 1B): control-control (CC), enhancer-control (EC, regardless of position), and EE, which can be from the same or a different enhancer cluster. CC combinations are necessary to measure the baseline activity of each promoter. EC combinations are used to estimate the effects of single enhancers. In total, we measured 2584 CC combinations, 38,390 EC combinations, and 69,206 EE combinations.

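Activities were above 0 in all 3 replicates for 2508 CC, 38085 EC and 69096 EE combinations. Of the 491 combinations with an average activity of 0, 406 were in the *Fgf5* library, where 23 of 60 CC, 1609 of 1873 EC and 7084 of 7189 EE combinations were above 0. The *Lefty1* library held 72 such combinations, *Tbx3* 9, *Sox2* 3 and *Ap1m1* 1, and the *Klf2*, *Otx2* and *Nanog* libraries held 0. In the *Fgf5* library, 37 combinations were at 0 in replicate 1, 85 in replicate 2 and 340 in replicate 3. Both fragments lay in opposite orientations in 49.9% of EE and 49.5% of EC combinations. Among CC combinations this share was 19.1% in the *Klf2* library and 0.332% in the other 7 libraries together.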

#### Library transfections

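The reporter libraries were measured in mouse embryonic stem cells (mESCs) of the line E14tg2a, collected 24 hours after transfection. The series comprises 48 cDNA, 16 plasmid DNA (pDNA) and 9 inverse PCR samples. Each of the 8 promoter libraries was transfected in 3 biological replicates, and each replicate was sequenced 2 times as cDNA. The authors clustered and counted barcodes, divided the counts by the total of each sample, calculated the cDNA to pDNA ratio of each barcode and averaged these ratios over the barcodes of a combination. Their deposited table holds this ratio, called activity, for 110180 combinations in each of 3 replicates, beside the geometric mean over replicates and the authors' own baselines and expected activities. The table gives no barcode counts, so the sequencing depth and the number of barcodes behind each activity are unknown and no counting error can be given. All values here start from the activities per replicate. The geometric mean over the 3 replicates was recalculated and differed from the deposited one by at most 1.78e-15. Combinations with an activity of 0 have no log2 value and were left out. The baseline of a promoter is the median activity over its CC combinations above 0, and the boost index is the log2 ratio of an activity over this baseline. An SD given with n = 3 is that of the same measure calculated from each replicate alone. It describes the spread between replicates and is not an error of the value from their average, which can lie outside the replicate values.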

We transfected each library separately into mESCs, with three biological replicates performed on different days. RNA was extracted and barcodes were counted by sequencing as previously described (Martinez-Ara et al., 2022) both from RNA and from the plasmid libraries. We calculated the activity of each barcode as the ratio between barcode counts in cDNA and plasmid DNA. We then averaged barcode activities for each triple combination across a minimum of five barcodes. 

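Correlations of log2 activities between pairs of replicates were calculated over all combinations with an activity above 0 in both. Pearson's R ranged from 0.926 to 0.958 for *Sox2*, from 0.853 to 0.894 for *Klf2*, from 0.874 to 0.891 for *Otx2* and from 0.942 to 0.951 for *Lefty1*. It ranged from 0.896 to 0.924 for *Nanog*, from 0.916 to 0.960 for *Tbx3* and from 0.817 to 0.883 for *Fgf5*. The median SD of the log2 activity of a combination over the 3 replicates was 0.36 for *Fgf5* and between 0.16 and 0.22 for the other 7 promoters. These correlations are across combinations that share fragments, which are not independent replicates.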

For these averaged activities, all developmental promoter libraries showed high correlations between replicates (Pearson’s R=0.82–0.96) (Figure 2—figure supplement 1). The housekeeping promoter library showed somewhat lower correlations between replicates (Pearson’s R=0.74–0.78), which is most likely due to a smaller dynamic range. 

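For *Ap1m1*, Pearson's R was 0.784 between replicates 1 and 2, 0.777 between replicates 1 and 3 and 0.744 between replicates 2 and 3. The median SD of the log2 activity of an *Ap1m1* combination over the 3 replicates was 0.17, within the range of the developmental promoters. From the 5th to the 95th percentile, the *Ap1m1* combinations spanned 1.72 log2 units. The same span was 2.38 for *Klf2*, 2.40 for *Otx2*, 2.61 for *Nanog*, 4.37 for *Sox2*, 4.58 for *Tbx3*, 5.01 for *Lefty1* and 5.01 for *Fgf5*.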

For further analyses, we then averaged the biological replicates for each promoter.

### Effects of single enhancers

#### Calculation of boost indices

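The log2 baseline activity was -3.53 ± 0.07 (SD, n = 3) for *Lefty1*, -3.16 ± 0.30 (SD, n = 3) for *Tbx3*, -2.54 ± 0.03 (SD, n = 3) for *Sox2* and -2.23 ± 0.46 (SD, n = 3) for *Fgf5*. It was -1.63 ± 0.17 (SD, n = 3) for *Nanog*, -1.34 ± 0.11 (SD, n = 3) for *Klf2*, -1.29 ± 0.18 (SD, n = 3) for *Otx2* and -0.77 ± 0.12 (SD, n = 3) for *Ap1m1*. In the authors' deposited table, the log2 baseline is -2.82 for *Fgf5*, and those of the other promoters differ from the recalculated ones by -0.01 to 0.14. Boost indices of single CC combinations had an SD of 1.06 for *Fgf5*, and of 0.54 (*Ap1m1*) to 0.87 (*Lefty1*) for the other 7 promoters.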

In order to quantify the activation by each enhancer we first calculated the baseline activity of each promoter, defined as the median activity across all CC combinations. Then, for each individual enhancer-promoter combination, we calculated the median activity across all EC combinations. For each single enhancer we then calculated a boost index, which is the log_2_ ratio of its median activity across EC combinations over the promoter baseline across CC combinations (Figure 2A). We observed that there was little position and orientation dependence of the enhancer effects (Figure 2—figure supplement 2). 

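Median boost indices with the enhancer in position 1 and in position 2 correlated with a Pearson's R of 0.954 ± 0.019 (SD, n = 3) across 441 enhancer-promoter pairs. Their median absolute difference was 0.22 log2 units, and the median of position 2 minus position 1 was -0.02. Between the plus and minus orientation, Pearson's R was 0.922 ± 0.020 (SD, n = 3) across 378 pairs in position 1 and 0.927 ± 0.016 (SD, n = 3) across 435 pairs in position 2. The median absolute differences between orientations were 0.19 and 0.29 log2 units, respectively. These correlations are across enhancer-promoter pairs, which are not independent replicates. Leaving out each replicate in turn kept the correlation between positions from 0.945 to 0.959.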

We therefore averaged the boost indices of single enhancers across positions and orientations for further analyses.

**Figure 2.**
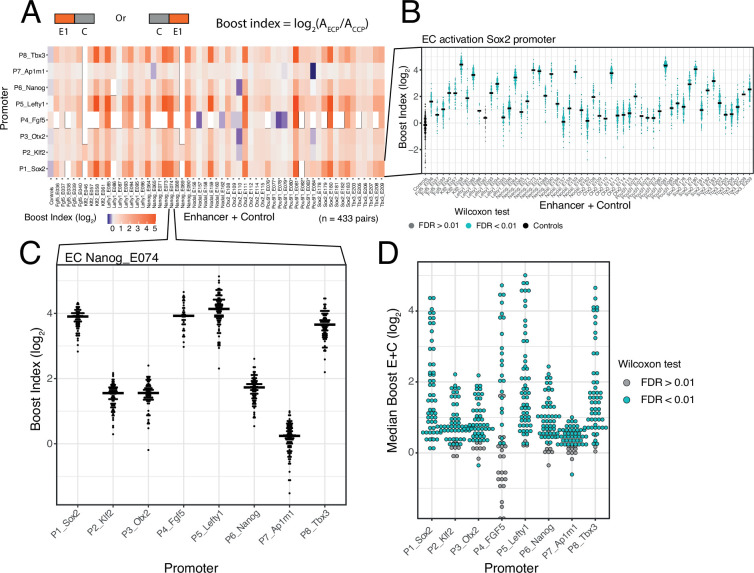
Effects of single enhancers across promoters. (**A**) Enhancer-promoter median boost index matrix of single enhancers. For each single enhancer a median boost index (see figure and Methods, log_2_(Activity_Combination/Activity_control-control_baseline)) was calculated across all enhancer-control combinations for that particular enhancer in any position and orientation, the baseline is the median activity of the promoter across all control-control combinations. For each control-control combination a boost index was calculated as the activity of the control-control combination over the median activity of all controls. A median control-control boost index was calculated based on this. Colour coding of the matrix corresponds to the median boost indexes, white spaces are missing data. (**B**) Distribution of boost indices for all enhancer+control combinations for the *Sox2* promoter. Leftmost column corresponds to the boost index distribution for all control-control combinations for the *Sox2* promoter. Each dot represents one enhancer+control combination. Horizontal lines correspond to the median of each distribution (same median as represented in the matrix in **A**). (**C**) Distribution of boost indices for all enhancer+control combinations for the enhancer Nanog_E074 across all promoters. Each dot represents one enhancer+control combination. Horizontal lines correspond to the median of each distribution. (**D**) Distribution of median boost indices for each single enhancer across promoters. Each dot represents the median of an enhancer across all enhancer+control combinations for that enhancers (same median as represented in the matrix in **A**). Colouring in B and D represents the significance at a 1% false discovery rate (FDR) for a Wilcoxon test comparing boost index distributions between enhancer+control combinations and the controls for each enhancer.

**Figure 2—figure supplement 1.**
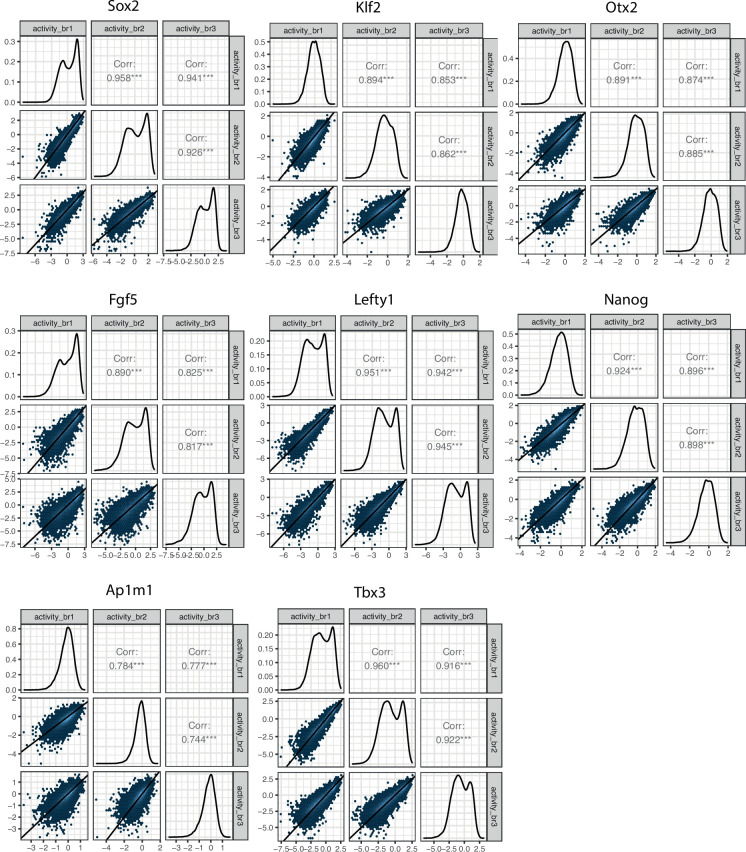
Reproducibility of experimental data matrix of replicate correlations for all eight enhancer-enhancer-promoter (EEP) libraries. Lower left panels represent the two-dimensional density plots of replicate-replicate activity correlations. Middle panels represent the one-dimensional density plot of each replicate. Upper right panels are the Pearson’s correlation coefficients of the mirror lower left panels.

**Figure 2—figure supplement 2.**
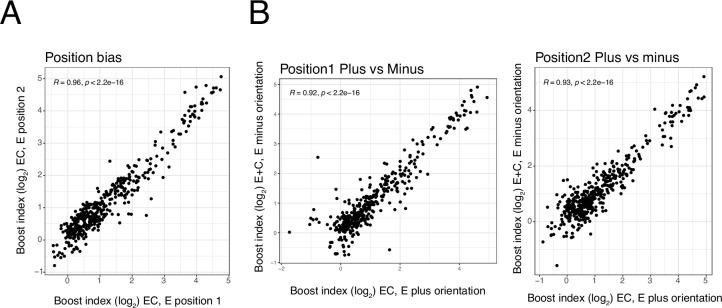
Position and orientation bias. (**A**) Relationship between single enhancer boost indices across all enhancer-control (EC) combinations in position 1 versus in position 2 (see Figure 1). (**B**) Relationship between single enhancer boost indices across all EC combinations plus versus minus orientation, in position 1 (left) and in position 2 (right). For both panels each dot is one enhancer with one promoter. R is Pearson’s correlation.

**Figure 2—figure supplement 3.**
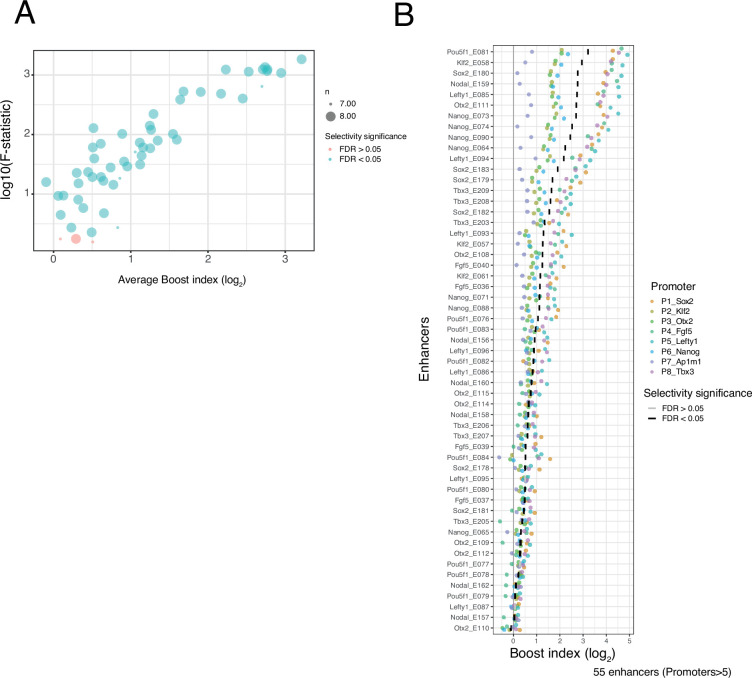
Selectivity of single enhancers. (**A**) Relationship between average boost index of each single enhancer across all promoters and the F-statistic of a Welch F-test for that enhancer across all promoters. Colours indicate significance at a 5% false discovery rate (FDR). (**B**) Distributions of single enhancer boost indices for each enhancer across promoters. Each dot is one enhancer with one promoter and the boost index is the average boost index across all enhancer-control combinations. Colours of each point represents promoter identity. Vertical bars indicate the median boost index, and their grey or black shading indicates significance according to the Welch F-test at a 5% FDR.

#### Selected DHSs are active enhancers

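Median boost indices were determined for 451 enhancer-promoter pairs over 1 to 160 EC combinations each, with a median of 73. They were above 0 for 423 pairs. The highest was 5.00 for Pou5f1_E081 with the *Lefty1* promoter and the lowest -2.02 for Fgf5_E038 with the *Fgf5* promoter, which rests on 1 EC combination and was not called. Averaged over promoters, the boost index was highest for Pou5f1_E081 (3.28, chromosome 17 from 35503887 to 35504336), Klf2_E058 (3.04, chromosome 8 from 72316077 to 72316526) and Nanog_E073 (2.82, chromosome 6 from 122702446 to 122702895). It was lowest for Otx2_E110 (-0.05, chromosome 14 from 48654527 to 48654976), Nodal_E157 (0.08, chromosome 10 from 61405916 to 61406365) and Pou5f1_E079 (0.10, chromosome 17 from 35497066 to 35497515). With the *Sox2* promoter, the boost indices of the 56 single enhancers ranged from 0.24 to 4.55.

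**Figure D1:**
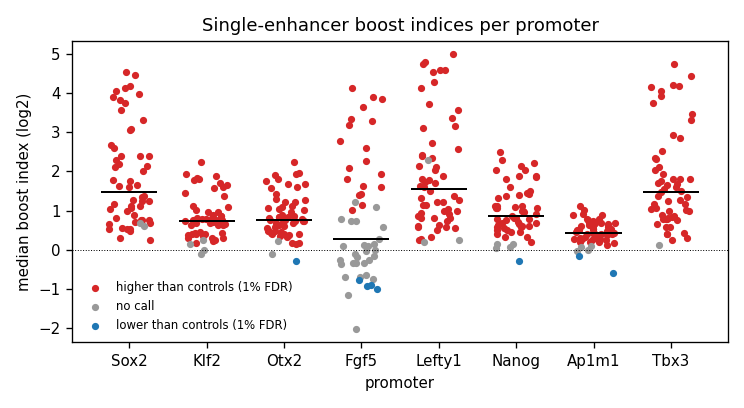
Median boost index (log2) of each single enhancer over its EC combinations, by promoter. Each point is an enhancer, coloured by whether its activities were higher or lower than those of the CC combinations at a 1% FDR, black bars are medians over enhancers and points are spread sideways at random. The medians range from 0.28 for *Fgf5* to 1.56 for *Lefty1*, and most points without a call belong to *Fgf5*.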

The single enhancer boost indices show that the majority of the sequences that we selected indeed act as enhancers, although the boost indices varied up to ~5 log_2_ units (Figure 2A and B). All tested enhancers showed significant activation of at least one promoter (at an estimated false discovery rate [FDR]<0.01) (Figure 2B and D). However, the dynamic ranges and effects of each enhancer vary per promoter, with the boost indices being particularly smaller for the housekeeping promoter (*Ap1m1*) (Figure 2A and C). 

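Activities of the EC combinations of each enhancer were compared with those of the CC combinations of the same promoter by a two-sided exact Wilcoxon rank-sum test (a permutation test where values were tied), with Benjamini-Hochberg adjustment over the 451 pairs. At a 1% FDR, 395 pairs were higher than the controls, 8 were lower and 48 were not called. All 58 enhancers activated at least 1 promoter, 47 activated at least 7 promoters and 23 activated every promoter they were tested with. The number of activated pairs was 54 of 56 for *Sox2*, 54 of 58 for *Klf2*, 54 of 57 for *Otx2*, 55 of 58 for *Lefty1*, 52 of 57 for *Nanog*, 51 of 57 for *Ap1m1* and 56 of 57 for *Tbx3*. For *Fgf5*, whose controls comprise 23 CC combinations, it was 19 of 51. The tests treat combinations as independent, although they share fragments. Of the alternatives, keeping the combinations with an activity of 0, an alternative chosen after the data were seen, moved the number of activated pairs most, to 409.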

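Single-enhancer boost indices ranged from -0.59 to 1.11 for *Ap1m1*, with a median of 0.44 over 57 enhancers. The median was 0.73 for *Klf2*, 0.76 for *Otx2* and 0.85 for *Nanog*, and the highest values of these promoters were 2.24, 2.24 and 2.50. For *Sox2*, *Lefty1* and *Tbx3*, the medians were 1.48, 1.56 and 1.47. For *Fgf5*, the median over 51 enhancers was 0.28, lower than that of *Ap1m1*, and the highest value was 4.14. This order depends on the *Fgf5* baseline, recalculated as -2.23 (log2) from 23 CC combinations. The authors' deposited baseline of -2.82 would raise each *Fgf5* boost index by 0.58 and reverse the order. Nanog_E074 lies on chromosome 6 from 122702830 to 122703279. Its boost index was 4.13 ± 0.19 (SD, n = 3) with *Lefty1*, 4.05 ± 0.08 (SD, n = 3) with *Sox2*, 3.74 ± 0.47 (SD, n = 3) with *Tbx3* and 3.34 ± 0.63 (SD, n = 3) with *Fgf5*. With *Nanog* it was 1.80 ± 0.31 (SD, n = 3), with *Otx2* 1.61 ± 0.21 (SD, n = 3), with *Klf2* 1.59 ± 0.21 (SD, n = 3) and with *Ap1m1* 0.26 ± 0.18 (SD, n = 3). Each of these values rests on 36 to 110 EC combinations. The difference between *Lefty1* and *Ap1m1* was larger than the spread between replicates. Pou5f1_E084, on chromosome 17 from 35509279 to 35509728 within the body of *Pou5f1*, had a boost index of -0.59 ± 0.08 (SD, n = 3) with *Ap1m1* over 140 EC combinations (FDR 5.17e-23, exact rank-sum test). It was the only pair lower than the controls at a 1% FDR in each of the 3 replicates.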

We conclude that most DHSs that we selected from the enhancer clusters act individually as enhancers.

#### Promoter selectivity of enhancers

In our previous study of a large set of E-P pairs we found that the majority of tested enhancers exhibited significant preference for certain promoters (Martinez-Ara et al., 2022). Applying the same statistical analysis to the current enhancer set confirmed this finding: the variability of enhancer effects across promoters are generally larger than what is expected from experimental noise (Figure 2—figure supplement 3). This indicates that the single enhancers tested here show significant promoter selectivity. This analysis also points to systematic differences in promoter responses; this will be further highlighted below.

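Variation between promoters was tested for the 57 enhancers with at least 2 EC combinations in at least 6 promoters. The Welch F statistic compares mean boost indices between promoters and allows their variances to differ. It was set against 10000 permutations of the promoter labels of the enhancer's EC combinations, with Benjamini-Hochberg adjustment. At a 5% FDR, 55 enhancers differed between promoters. Lefty1_E095 (F 0.741, FDR 0.627, permutation test) and Lefty1_E087 (F 2.06, FDR 0.0698, permutation test) were not called. The largest F statistic, 1790, belonged to Pou5f1_E081, whose boost index ranged from 0.89 with *Ap1m1* to 5.00 with *Lefty1* (FDR 0.000127, the smallest that 10000 permutations allow after adjustment). The number of called enhancers stayed from 54 to 56 when each replicate was left out in turn. The test takes the baseline of each promoter as known. On simulated libraries, 3 of 9 enhancers made without selectivity were called, and 0 of 9 when the planted baselines were used.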

### Enhancers generally combine near-additively

#### EE combinations are generally stronger than single enhancers

We then focused on the effects of EE combinations. In the boost index matrix that covers all combinations for a single promoter, we observed that generally EE combinations were more active than EC combinations (Figure 3A). Indeed, quantitative analysis showed that EE combinations tend to induce stronger activation than the single enhancers (EC) (Figure 3B and C), although some saturation appears to occur with the strongest enhancers (Figure 3C).

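The median boost index over all promoters was 1.81 for 69096 EE combinations and 0.95 for 38085 EC combinations (two-sided rank-sum permutation test, p = 1e-05, the smallest that 100000 permutations allow). Within each of the 8 libraries the EE median was higher than the EC median. The difference was 1.89 ± 0.36 (SD, n = 3) for *Fgf5*, 1.77 for *Sox2*, 1.72 for *Lefty1*, 1.55 for *Tbx3*, 0.67 for *Nanog*, 0.63 for *Otx2*, 0.61 for *Klf2* and 0.31 for *Ap1m1*. Its mean over libraries was 1.14 (two-sided exact sign-flip permutation test over 8 libraries, p = 0.00781, the smallest that 8 libraries allow). With the difference of each library calculated from each replicate alone and then averaged, the mean was 1.13 (exact sign-flip permutation test, p = 0.00781). Deviations of same-numbered replicates of different libraries correlated with a mean Pearson's R of 0.245 over 84 pairs. The value was -0.123 over 168 pairs of differently numbered replicates. Deviations were taken from the mean of the 3 replicates, so the second value largely follows from the first and is no separate comparison. The sign-flip tests take libraries as independent and do not cover this dependence. The alternative that moved the mean difference most was leaving out the *Fgf5* library, chosen after the data were seen, which gave 1.04. EC combinations in turn exceeded CC combinations by a mean of 1.03 over the 8 libraries (exact sign-flip permutation test, p = 0.00781).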

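EE combinations were set against the stronger of both single enhancers, in 4 groups of equal size per library ordered by the stronger enhancer's boost index. In the lowest group, the median gain of the pair over the stronger enhancer was 0.63 log2 units for *Sox2*, 0.61 for *Lefty1*, 0.61 for *Tbx3* and 0.60 for *Fgf5*. In the highest group, it was 0.16, 0.20, 0.22 and 0.21, respectively. For *Klf2*, *Otx2* and *Nanog*, the median gain was 0.25, 0.21 and 0.28 in the lowest group and 0.08, 0.09 and 0.07 in the highest. For *Ap1m1*, it was 0.05 in the lowest group, 0.19 in the second, 0.18 in the third and 0.16 in the highest. In the other promoters, the gain was also higher in the second group than in the lowest, so it did not fall steadily. In the second group, it was 0.68 for *Sox2*, 0.74 for *Lefty1*, 0.79 for *Tbx3* and 0.66 for *Fgf5*. For *Klf2*, *Otx2* and *Nanog*, the second group gained 0.34, 0.32 and 0.31. Over all groups, the share of EE combinations above their stronger enhancer ranged from 65.3% for *Ap1m1* to 84.2% for *Sox2*.

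**Figure D2:**
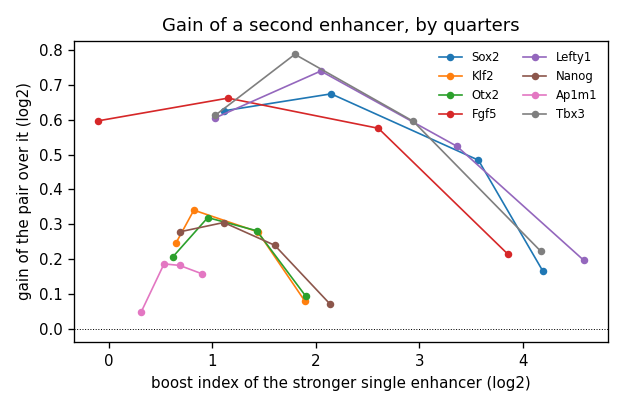
Median gain in boost index (log2) of EE combinations over the stronger of both single enhancers, against the median boost index (log2) of that stronger enhancer, in 4 groups of equal size of EE combinations per promoter. Each line is a promoter. In 7 promoters the gain is lowest in the highest group, whereas for *Ap1m1* it is lowest in the lowest group.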

**Figure 3.**
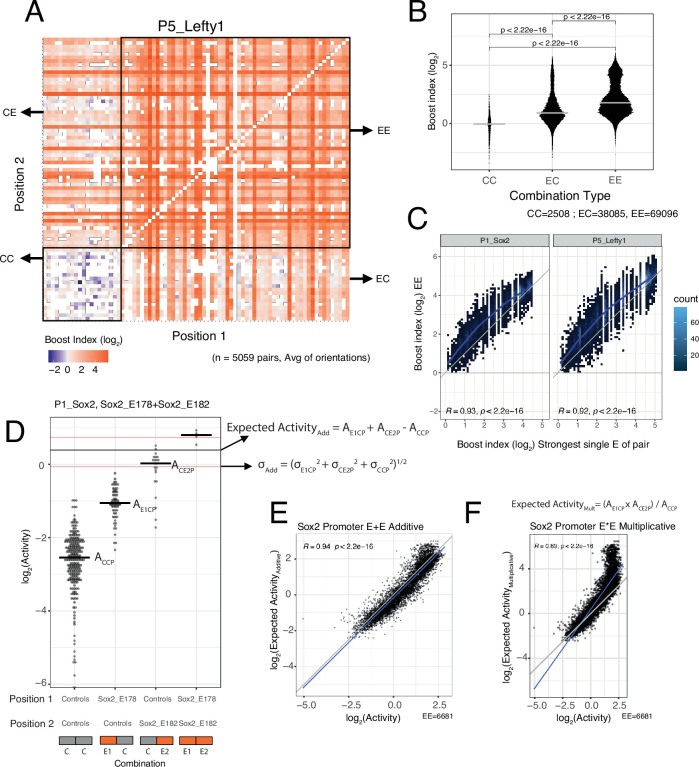
Effects of enhancer-enhancer (EE) combinations. (**A**) Fragment-fragment combinatorial boost index matrix for the *Lefty1* promoter. Each square represents one control-control (CC), enhancer-control (EC or CE), or EE combination. Colour coding corresponds to the average boost index for each combination across all orientations measured over the median control-control baseline. (**B**) Boost index distributions across all eight promoters for each combination type, control-control (CC), enhancer-control (EC regardless of position) or EE combinations. p-Values correspond to the result of a Wilcoxon test. (**C**) Relationship between observed boost index for each EE combination and the observed boost index of the strongest single enhancer of the pair for *Sox2* and *Lefty1* promoters. Blue lines represent the LOESS fit of the data. (**D**) Observed and expected additive activities for the Sox2_E178+Sox2_E182 combination with the *Sox2* promoter and the individual activities of each of the elements. Each column represents the observed activities for the control-contol combinations, the enhancer-control combinations, and the EE combinations. The horizontal bars represent the median of each distribution. The horizontal black line represents the expected additive activity of the EE combination as calculated by the formula in the panel in the linear space. The horizontal red lines represent the propagated standard deviations of the expected additive activity of the EE combinations as calculated by the formula in the panel. (**E and F**) Relationship between observed and expected activities (additive in **E**, multiplicative in **F**) for all EE combinations for the *Sox2* promoter. The blue lines represent the linear fit of the data. Grey diagonal line is the x=y identity line. In all panels R represents Pearson’s correlation coefficient. Expected activities are calculated in the linear space and then plotted in the log_2_ space.

**Figure 3—figure supplement 1.**
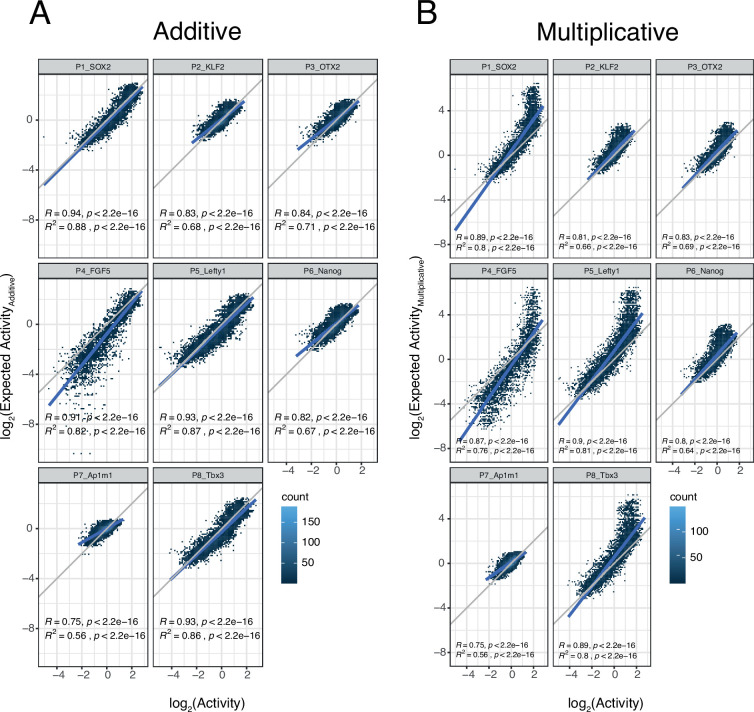
Additivity versus multiplicativity for all promoters. Relationship between observed and expected activities (additive in **A**, multiplicative in **B**) for all enhancer-enhancer combinations for the all promoters. The blue lines represent the linear fit of the data. In all panels R and R2 are based on Pearson’s correlation.

#### Additive model fits better than multiplicative model

We then asked how the effects of two single enhancers are integrated in the EE combinations. We considered two simple models: additivity and multiplicativity. 

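For the pair of Sox2_E178 in position 1 and Sox2_E182 in position 2 with the *Sox2* promoter, the expected additive activity was the sum of both single-enhancer activities minus the baseline. Sox2_E178 had a median activity of 0.481 (SD 0.140, 58 EC combinations), Sox2_E182 of 1.02 (SD 0.306, 22 EC combinations) and the baseline was 0.171 (SD 0.0878, 219 CC combinations). The expected additive activity was 1.33 with a propagated SD of 0.348, and the expected multiplicative activity 2.85. The 4 EE combinations measured in this order had a median activity of 1.74, between 1.45 and 1.90. In the reverse order, the expected additive activity was 1.25 with a propagated SD of 0.366, and the expected multiplicative activity 2.16. The 2 EE combinations measured in the reverse order had a median activity of 1.75, nearer to the multiplicative expectation.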

For each EE combination we calculated the expected effect according to each of these models based on the single enhancer measurements, and then compared the observed and expected activities (additive in Figure 3D and E, multiplicative in Figure 3F, see Methods). 

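Observed and expected log2 activities were compared for the 67824 EE combinations with an expected additive activity, apart from 54 whose expectation was 0 or below. The additive and multiplicative models had a Pearson's R of 0.938 and 0.893 for *Sox2*, 0.827 and 0.811 for *Klf2*, 0.838 and 0.825 for *Otx2*, and 0.901 and 0.866 for *Fgf5*. For *Lefty1* the values were 0.934 and 0.902, for *Nanog* 0.816 and 0.795, for *Tbx3* 0.921 and 0.888, and for *Ap1m1* 0.738 and 0.741. The additive minus multiplicative difference was above 0 in 7 of 8 promoters, with a mean of 0.0238 (two-sided exact sign-flip permutation test over 8 libraries, p = 0.0156). Calculated from each replicate alone and then averaged within each library, it was 0.0235 (exact sign-flip permutation test, p = 0.0156). The root mean square error of the additive model was 0.46 log2 units for *Sox2* and 1.08 for *Fgf5*, and that of the multiplicative model 1.24 and 1.25. Of the alternatives, leaving out replicate 1 moved the mean difference most, to 0.0210.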

Interestingly, for most of the promoters the additive model consistently showed a better fit to the measured data than the multiplicative model (Figure 3E and F, Figure 3—figure supplement 1). 

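EE combinations of each promoter were ordered by expected additive activity and divided into 4 groups of equal size. In the highest group, the median log2 ratio of observed over expected multiplicative activity was -1.68 for *Sox2*, -1.39 for *Lefty1*, -1.26 for *Tbx3*, -0.92 for *Nanog*, -0.72 for *Otx2*, -0.66 for *Klf2*, -0.48 for *Fgf5* and -0.23 for *Ap1m1*. The multiplicative expectation exceeded the observed activity in 98.4% of this group for *Sox2*, and in 62.5% for *Fgf5* and 79.4% for *Ap1m1*. The median log2 ratio of observed over expected additive activity in the same group ranged from -0.22 for *Nanog* to 0.12 for *Fgf5*.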

In particular, the multiplicative model tended to strongly overestimate activities at the higher range of activities (most active enhancers) for most promoters. When focusing on EE combinations for which the multiplicative and additive expected values differ more than 0.5 log_2_ units (to limit random noise effects), we found that the multiplicative model matched the observed values better for only 0–17% EE combinations across the seven promoters. 

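The expectations differed by more than 0.5 log2 units for 4594 EE combinations of *Sox2*, 1462 of *Klf2*, 1594 of *Otx2*, 2314 of *Fgf5*, 6109 of *Lefty1*, 2476 of *Nanog* and 5600 of *Tbx3*. Among these, the multiplicative expectation was nearer to the observed log2 activity in 20.8% for *Sox2*, 9.99% for *Klf2*, 7.97% for *Otx2*, 26.2% for *Fgf5*, 31.1% for *Lefty1*, 8.76% for *Nanog* and 35.1% for *Tbx3*. The highest of these shares had an SD of 1.29 percentage points over replicates (n = 3). When the expectations had to differ by more than 1 log2 unit, the highest share was 18.8%.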

Only for the *Ap1m1* promoter the multiplicative and additive models were nearly indistinguishable. This may be due to the low dynamic range of activities observed with this promoter. 

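For *Ap1m1*, the expectations differed by more than 0.5 log2 units in 0 of 9511 EE combinations. The root mean square errors of the additive and multiplicative models were 0.32 and 0.36 log2 units.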

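In the lowest of the 4 groups of *Fgf5* EE combinations ordered by expected additive activity, the median log2 ratio of observed over expected activity was 1.27 for the additive and 1.24 for the multiplicative model. In the same group of the other 7 promoters, the ratio ranged from -0.04 for *Otx2* to 0.26 for *Lefty1* for the additive model, and was below 0 in each of them for the multiplicative model.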

We note that for the *Fgf5* promoter in the low activity ranges the expected activities were consistently underestimated for both models. It is likely that this is an inaccuracy due to the relative sparseness of the *Fgf5* data (the baseline activity of this promoter was estimated from only 23 measured CC combinations, compared to 219–477 combinations for the other promoters). 

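The deposited table holds 60 CC combinations for *Fgf5*, of which 37 had an activity of 0. The median of the 23 CC combinations above 0 was 0.213, and that of all 60 was 0. In an alternative chosen after the data were seen, the combinations at 0 were kept, EC as well as CC. The median log2 ratio of observed over expected additive activity in the lowest group then fell to 0.34. In the other promoters it was -0.04 to 0.24. This alternative changes the single-enhancer medians together with the baseline, so the fall does not isolate the baseline. The *Fgf5* single enhancers also rest on fewer EC combinations, with a median of 17 per enhancer against 60 to 98 for the other promoters.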

In summary, we conclude that a simple additive model fits the observed data better than a multiplicative model.

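From the better fit in most promoters and the overestimation by the multiplicative model at high activities, the paper concludes that additivity describes EE combinations better than multiplicativity.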

### Supra-additive activation is rare and promoter dependent

#### Low frequency of supra-additive EE interactions

Most EE combinations show only minor deviations from the additive model (Figure 3—figure supplement 1), as illustrated by the distributions of observed/expected ratios (Figure 4A). By applying a simple error model to estimate the noise in the expected EE activities according to the additive model (Figure 3D, see Methods) we found that 74.5% of the measured EE activities lies within one standard deviation (SD) of the predicted activities (Figure 4A) and 94% lies within two SD. This underscores that most of the tested enhancers combine near-additively, and that both sub-additive and supra-additive effects are generally rare or weak.

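Of 66965 EE combinations with a propagated SD, 73.9% lay within 1 SD of the expected additive activity (SD over replicates 2.12 percentage points, n = 3) and 93.7% within 2 SD (SD over replicates 1.08 percentage points, n = 3). Above 1 SD were 12135 combinations (18.1%) and below 1 SD 5352 (7.99%). The share within 1 SD was 93.0% for *Ap1m1*, 83.7% for *Klf2*, 83.6% for *Otx2*, 79.8% for *Nanog*, 63.3% for *Sox2*, 63.3% for *Lefty1*, 58.8% for *Tbx3* and 57.1% for *Fgf5*. The median log2 ratio of observed over expected additive activity was 0.56 for *Fgf5*, 0.27 for *Tbx3*, 0.24 for *Lefty1* and 0.18 for *Sox2*, and between -0.04 and -0.01 for the other 4 promoters. Of the alternatives, leaving out replicate 1 moved the share within 1 SD most, to 75.6%. With a fixed limit of 0.5 log2 units around the expectation in place of the SD, it was 74.6%.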

**Figure 4.**
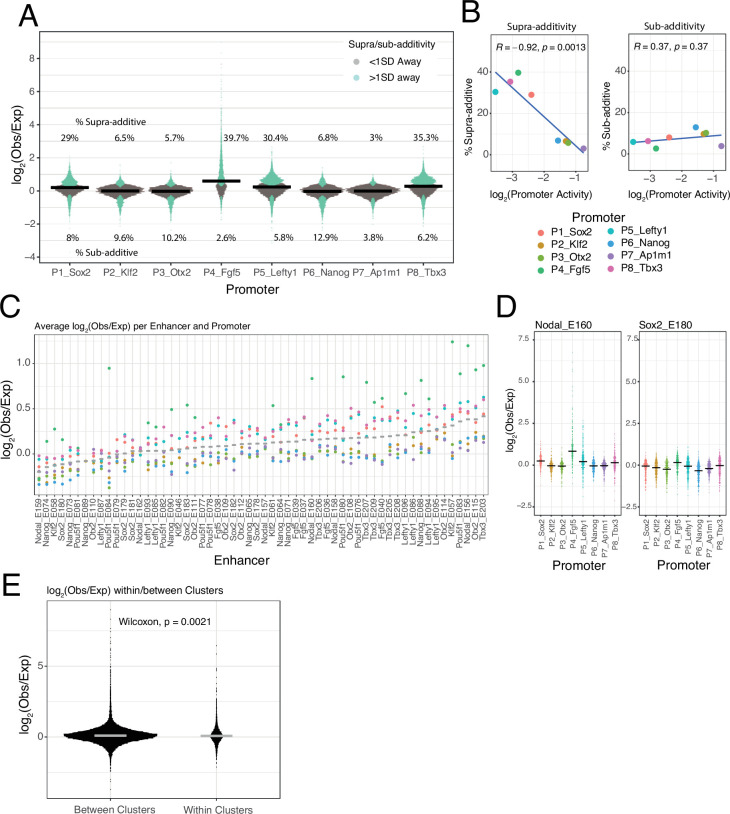
Supra- and sub-additive behaviours of enhancer combinations. (**A**) Distributions of log_2_ observed activities over expected additive activities ratios of enhancer-enhancer combinations across promoters. Coloured in turquoise are supra- and sub-additive combinations for which the observed activity is more than one standard deviation away from the expected activity. Horizontal bars represent the median of each distribution. Numbers on the top part are the percentage of supra-additive combinations for each promoter. Numbers on the lower part are the percentage of sub-additive combinations for each promoter. (**B**) Relationship between the percentages of supra- and sub-additive enhancer-enhancer combinations and promoter control-control baselines. Blue lines are the linear fit of the data. R is Pearson’s correlation. (**C**) Average supra- or sub-additive behaviour of each single enhancer across enhancer-enhancer combinations for each promoter. Each dot represents the median log_2_ observed over expected for all enhancer-enhancer combinations of a single enhancer and a particular promoter. Grey bars represent the median of each distribution. (**D**) For two example enhancers, distribution of log_2_ observed over expected ratios for combinations of that enhancer with any other enhancer and promoter. Horizontal black bars represent the median of the distribution. (**E**) Distribution of log_2_ observed over expected ratios for enhancer-enhancer pairs from the same enhancer cluster (within clusters) or from different enhancer clusters (between clusters).The p-value results from comparing both distributions using a Wilcoxon test. Horizontal grey bars represent the median of each distribution. In all panels Obs/exp refers to observed activity over expected additive activity.

#### Supra-additivity occurs more frequently with weak promoters

Nevertheless, Figure 4A suggests that deviations from the additive model may vary between promoters. The *Sox2*, *Lefty1*, *Tbx3,* and *Fgf5* promoters showed a relatively large proportion of EE pairs with supra-additive effects, while the *Ap1m1* promoter exhibited the lowest frequency of supra-additivity. 

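The share of supra-additive EE combinations, more than 1 SD above the expected additive activity, was 39.0% ± 7.84 (SD, n = 3) for *Fgf5*, 34.9% ± 3.91 (SD, n = 3) for *Tbx3*, 30.7% ± 0.791 (SD, n = 3) for *Lefty1* and 28.7% ± 4.80 (SD, n = 3) for *Sox2*. It was 7.01% ± 1.65 (SD, n = 3) for *Nanog*, 6.21% ± 1.67 (SD, n = 3) for *Klf2*, 5.33% ± 1.17 (SD, n = 3) for *Otx2* and 2.62% ± 0.320 (SD, n = 3) for *Ap1m1*. The *Fgf5* share was 31.0%, 17.7% and 17.2% in replicates 1, 2 and 3 alone. In the same order, it was 27.1%, 28.5% and 27.2% for *Lefty1* and 27.9%, 26.7% and 19.0% for *Sox2*. Each of these values lies below the share from the averaged replicates. The SD thus gives the spread between replicates and not an error around that share. With the combinations at 0 kept, an alternative chosen after the data were seen, the *Fgf5* share was 23.7%.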

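The supra-additive shares fall into separate groups of promoters, 4 with shares from 28.7% to 39.0% and 4 with shares from 2.62% to 7.01%, so that their correlation with the log2 baseline mainly sets these groups against each other. Within groups of 4 the relation cannot be tested. Over all 8 promoters, as fixed in advance, Pearson's R was -0.853 (two-sided exact permutation test, p = 0.0177) and Spearman's rho -0.833 (exact permutation test, p = 0.0154). In a family of 4 relations with the baseline, the Benjamini-Hochberg adjusted p of the R over 8 promoters was 0.0236 (exact permutation test). Without *Lefty1* and *Tbx3*, the promoters farthest from the median baseline, R was -0.876. With replicate numbers kept as a block, the mean R over replicates was -0.954 (exact permutation test, p = 0.000124). With a fixed limit of 0.5 log2 units in place of the SD, R was -0.652 (exact permutation test, p = 0.0797).

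**Figure D3:**
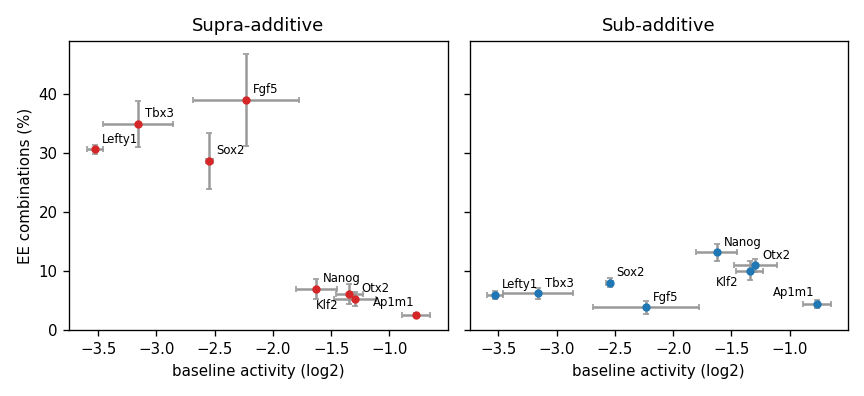
Share of EE combinations more than 1 SD above (left) or below (right) the expected additive activity, in percent, against the log2 baseline activity of each promoter. Points are values from the average of 3 replicates, and bars are the SD of the values calculated from each replicate alone. The 4 promoters with the lowest baselines have supra-additive shares of 28.7% and above, and the other 4 of 7.01% and below.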

Interestingly, the proportion of supra-additivity correlates inversely with promoter baseline expression (Figure 4B, left panel). Thus, lowly active promoters allow more supra-additive EE interactions, although these remain a minority (<40% of EE pairs). In contrast, the proportion of sub-additive effects (i.e. >1 SD below expected activity) is very similar across promoters (Figure 4B, right). This latter observation suggests that there is no strong saturation effect that could explain the decrease in number of supra-additive interactions as promoter activity increases.

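The share of sub-additive EE combinations was 13.2% ± 1.42 (SD, n = 3) for *Nanog*, 11.0% for *Otx2*, 10.1% for *Klf2*, 8.09% for *Sox2*, 6.27% for *Tbx3*, 6.00% for *Lefty1*, 4.43% ± 0.708 (SD, n = 3) for *Ap1m1* and 3.90% ± 1.12 (SD, n = 3) for *Fgf5*. The difference between *Nanog* and *Ap1m1* was larger than the spread between replicates. Across the 8 promoters, the correlation with the log2 baseline had a Pearson's R of 0.310 (two-sided exact permutation test, p = 0.445) and a Spearman's rho of 0.214 (exact permutation test, p = 0.619). Without *Lefty1* and *Tbx3*, R was 0.0797. With replicate numbers kept as a block, the mean R was 0.253 (exact permutation test, p = 0.522). Over the 7 developmental promoters alone, R was 0.701 (exact permutation test, p = 0.0867). From the similar sub-additive shares across promoters, the paper proposes that strong saturation does not account for the decrease in supra-additivity.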

#### EE supra-additive effects are relatively infrequent and often promoter-dependent

Next, we investigated whether supra-additivity involves a specific subset of enhancers. Visual inspection identified a few individual enhancers that exhibited supra-additive interactions with most other enhancers, but often in the context of particular promoters. 

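Nodal_E160 lies on chromosome 10 from 61416186 to 61416635. Its 208 EE combinations with the *Fgf5* promoter had a mean log2(observed/expected) of 1.05 ± 0.30 (SD, n = 3). With the other 7 promoters, the mean ranged from -0.11 for *Otx2* to 0.32 for *Lefty1*. As a single enhancer with *Fgf5*, Nodal_E160 had a boost index of -0.38 over 33 EC combinations (FDR 0.302, exact rank-sum test). With the combinations at 0 kept, an alternative chosen after the data were seen, its mean log2(observed/expected) with *Fgf5* was 0.39.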

An example is Nodal_E160 in combination with the *Fgf5* promoter (Figure 4D, left panel). Other enhancers showed a diversity of supra-additive activities. 

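The mean log2(observed/expected) over the EE combinations of an enhancer was calculated for 451 enhancer-promoter pairs of 58 enhancers. It was above 0.5 for 43 pairs, within 0.5 of 0 for 408 pairs and below -0.5 for 0 pairs. The pairs above 0.5 comprised 36 with *Fgf5*, 3 with *Lefty1*, 3 with *Tbx3* and 1 with *Sox2*, which rests on 7 EE combinations. In all, 37 enhancers (63.8%) were above 0.5 in at least 1 promoter and 5 (8.62%) in at least 2 promoters. These 5 were Klf2_E046, Nodal_E156, Otx2_E114, Pou5f1_E083 and Tbx3_E203, each of them above 0.5 with *Fgf5*. With *Fgf5*, Klf2_E046 rests on 12 EE combinations and 1 EC combination, and the others on 167 to 328 EE combinations. Tbx3_E203 had a mean of 0.81 ± 0.57 (SD, n = 3) with *Fgf5*, 0.60 ± 0.02 (SD, n = 3) with *Lefty1* and 0.57 ± 0.02 (SD, n = 3) with *Tbx3*. Without the *Fgf5* library, 6 enhancers were above 0.5 in at least 1 promoter and 1 in at least 2 promoters. With the combinations at 0 kept, an alternative chosen after the data were seen, the number in at least 1 promoter was 13.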

Out of the 58 tested enhancers 32.7% (19/58) showed consistent supra-additivity in at least one promoter context (>0.5 log_2_(observed/expected), mean over all enhancers in at least one promoter context), and only 10.3% (6/58) showed consistent supra-additivity in two or more promoter contexts (Figure 4C). However, most enhancers behave like Sox2_E180 (Figure 4D, right panel), showing small deviations from the additive behaviour with most other enhancers, and with all of the tested promoters (Figure 4C).

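Sox2_E180 lies on chromosome 3 from 34757763 to 34758212. The mean log2(observed/expected) of its EE combinations was -0.40 ± 0.09 (SD, n = 3) with *Nanog*, -0.31 with *Otx2*, -0.23 with *Ap1m1*, -0.21 with *Klf2*, -0.20 with *Sox2*, -0.14 with *Lefty1*, -0.12 with *Tbx3* and 0.09 ± 0.08 (SD, n = 3) with *Fgf5*. These values rest on 260 to 331 EE combinations per promoter.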

#### No evidence for locus-specific EE supra-additivity

We then asked whether enhancer pairs derived from the same genomic locus have a higher propensity towards supra-additivity than those not derived from the same locus. This could point towards co-evolution of enhancers that jointly control a gene. However, we found that EE combinations from the same locus showed on average not a higher observed/expected ratio (according to the additive model) than EE combinations from different loci; in fact, this ratio is even slightly lower (Figure 4E). Thus, generally there appears to be no preferential synergy among enhancers that are located in the same genomic locus.

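EE combinations of enhancers from the same locus had a median log2(observed/expected) of 0.07 (6896 combinations), and those from different loci of 0.09 (60874 combinations), a difference of -0.02 with an SD of 0.01 over replicates (n = 3). With combinations taken as independent, the two-sided rank-sum permutation test gave p = 0.00131. Because each enhancer occurs in many combinations, the loci of the enhancers were also permuted 10000 times, which gave p = 0.319 (permutation test). Within single libraries, the difference was lowest for *Tbx3* (-0.05) and highest for *Fgf5* (0.01), and it was below 0 in 6 of 8 libraries. Under the alternatives, the locus permutation p stayed from 0.254 to 0.381.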

### Enhancer effects scale non-linearly across developmental promoters

#### Enhancer effects correlate well across developmental promoters

Prompted by our observations that some supra-additive EE interactions appear to be more pronounced in the context of specific promoters, we decided to systematically compare the boost indices of all EE pairs between the eight promoters. Strikingly, all seven developmental promoters showed strong pairwise correlations of their boost indices (Pearson’s R=0.79–0.98), whereas the housekeeping promoter (*Ap1m1*) correlated much less with each of the developmental promoters (Pearson’s R=0.19–0.60; Figure 5—figure supplement 1).

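Boost indices were compared between promoters over the 6085 EE combinations shared by all 8. Among the 7 developmental promoters, Pearson's R ranged from 0.805 between *Sox2* and *Klf2* to 0.986 between *Lefty1* and *Tbx3*. With *Ap1m1*, it was 0.625 for *Nanog*, 0.619 for *Klf2*, 0.611 for *Otx2*, 0.341 for *Tbx3*, 0.305 for *Lefty1*, 0.195 for *Sox2* and 0.189 for *Fgf5*. These correlations are across combinations that share enhancers, which are not independent replicates. The lowest R among the developmental promoters had an SD of 0.0416 over replicates (n = 3). Leaving out replicate 2 moved it most, to 0.771.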

#### Slopes of promoter boost responses differ

Although the developmental promoters showed strong correlations, we were surprised to notice that the slopes of these relationships often deviated from 1. To further explore this, we plotted the boost indices of each promoter against the average boost indices across all eight promoters (Figure 5A). All of the developmental promoters correlated strongly with this average pattern (Pearson’s R=0.93–0.99) but this was not the case for the housekeeping promoter (Pearson’s R=0.42). 

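Pearson's R of the EE boost indices with the average over all 8 promoters was 0.988 for *Tbx3*, 0.985 for *Lefty1*, 0.954 for *Fgf5*, 0.951 for *Sox2*, 0.936 for *Nanog*, 0.932 for *Klf2* and 0.931 for *Otx2*. For *Ap1m1*, it was 0.419 ± 0.115 (SD, n = 3). The average includes the promoter itself.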

The slopes relative to the averaged promoters ranged from 1.54 to 0.32, i.e., about fivefold, across the developmental promoters. These results imply that the developmental promoters differ in the scaling (i.e. steepness) of their responses to the set of EE pairs, even though the pattern of their responses is highly similar. 

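The slope on the average boost index was 1.61 ± 0.0818 (SD, n = 3) for *Fgf5*, 1.54 ± 0.0212 (SD, n = 3) for *Lefty1*, 1.39 ± 0.0745 (SD, n = 3) for *Tbx3* and 1.26 ± 0.0466 (SD, n = 3) for *Sox2*. It was 0.709 ± 0.0660 (SD, n = 3) for *Nanog*, 0.660 ± 0.0730 (SD, n = 3) for *Otx2*, 0.638 ± 0.0345 (SD, n = 3) for *Klf2* and 0.207 ± 0.0596 (SD, n = 3) for *Ap1m1*. The slopes of *Otx2* and *Klf2* differed by less than the spread between replicates. The intercept was -1.14 for *Fgf5* and between 0.02 and 0.50 for the other promoters.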

Interestingly, the relative slopes negatively correlate with the baseline activity of these promoters (Figure 5B). Thus, promoters with low intrinsic activity respond more steeply to changes in combined EE activity than promoters with high intrinsic activity.

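Across the 8 promoters, the slopes of the EE boost indices had a Pearson's R of -0.897 with the log2 baseline (two-sided exact permutation test, p = 0.00491, Benjamini-Hochberg adjusted p over 4 relations 0.0134). Spearman's rho was -0.833 (exact permutation test, p = 0.0154). Without *Lefty1* and *Tbx3*, R was -0.921. The slopes leave a gap between 4 promoters at 1.26 and above and 4 at 0.709 and below. With replicate numbers kept as a block, the mean R was -0.896 (exact permutation test, p = 0.00441). The alternative that moved R most was leaving out the *Fgf5* library, which gave an R of -0.986 (exact permutation test, p = 0.000397). Over the 7 developmental promoters, R was -0.848 (exact permutation test, p = 0.0304). From this relation, the paper concludes that promoters with low intrinsic activity respond more steeply to EE combinations. Each library was divided by its own total counts, from which part of the relation may arise. The permutation test does not account for this.

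**Figure D4:**
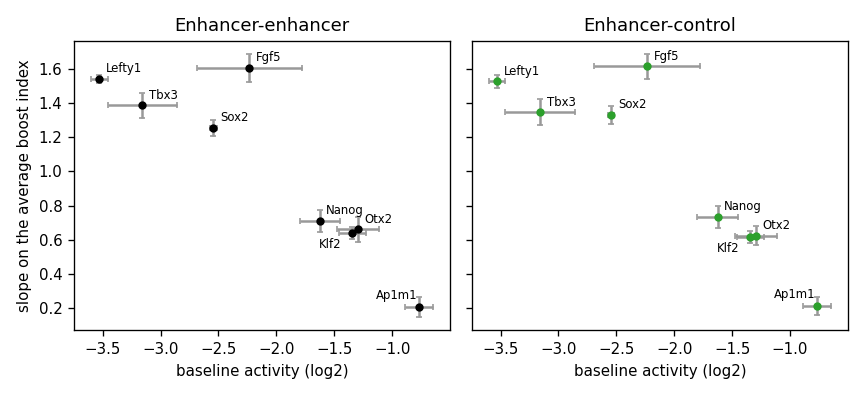
Slope of each promoter's boost indices on the average boost index over 8 promoters, against its log2 baseline activity, for EE combinations (left) and EC combinations (right). Points are values from the average of 3 replicates, and bars are the SD of the values calculated from each replicate alone. *Fgf5* has the highest slope in both panels and *Ap1m1* the lowest.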

**Figure 5.**
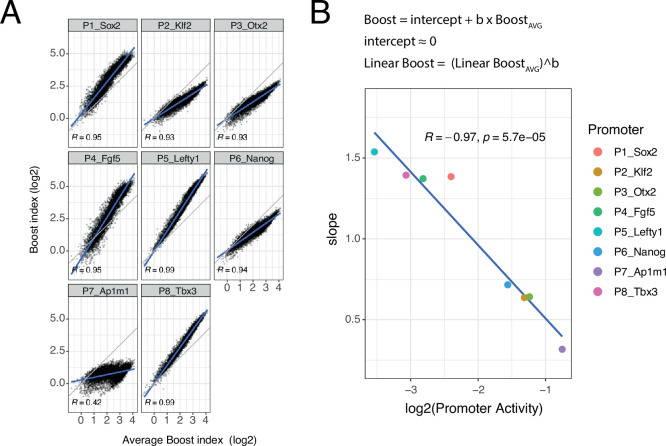
Non-linear responses of promoters to enhancer-enhancer combinations. (**A**) Relationship between observed boost indices and average boost index across promoters for all shared enhancer-enhancer combinations. Blue lines represent the linear fit of the data. (**B**) Relationship between the slopes extracted from the linear fits in **A** and the baseline promoter activities derived from the control-control combinations. The formulae depict the relationship between the average boost indices and the observed boost indices of each promoter through the extracted slopes. For both panels R is Pearson’s correlation coefficient.

**Figure 5—figure supplement 1.**
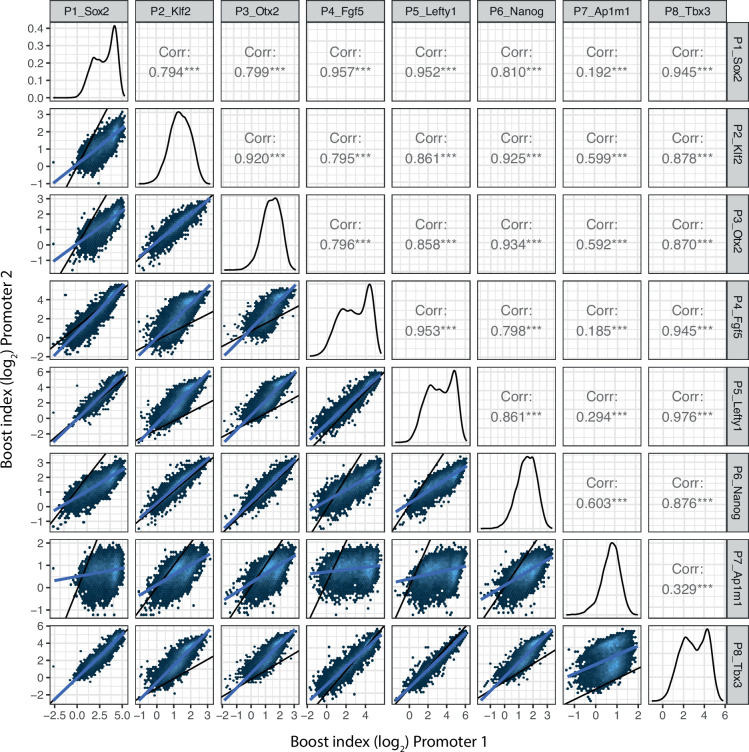
Promoter-promoter boost index correlations for all shared enhancer-enhancer combinations. Lower left panels represent the two-dimensional density plots of promoter-promoter boost index correlations. Middle panels represent the one-dimensional density plot of each promoter. Upper right panels are the Pearson’s correlation of the mirror lower left panels. Blue lines are the linear fit of the data.

**Figure 5—figure supplement 2.**
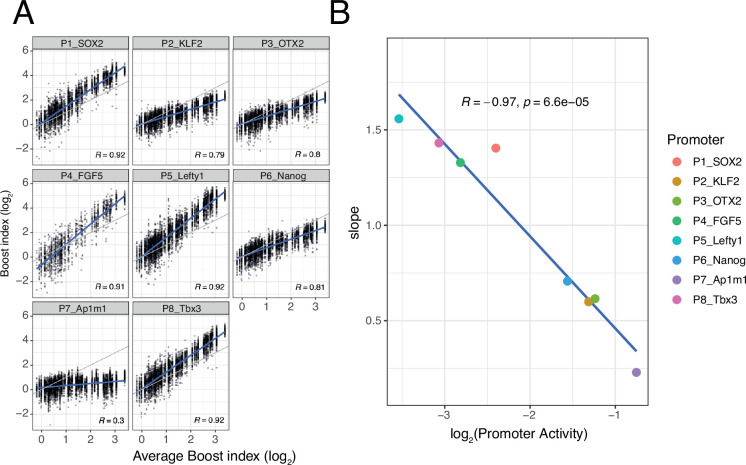
Non-linear responses of promoters to enhancer-control (single enhancers) combinations. (**A**) Relationship between observed boost indices of single enhancers and average boost index across promoters for all shared single enhancer-control combinations. Blue lines represent the linear fit of the data. (**B**) Relationship between the slopes extracted from the linear fits in **A** and the baseline promoter activities derived from the control-control combinations. For both panels R is Pearson’s correlation coefficient.

#### Promoter response differences also occur with single enhancers

Finally, we asked whether these differential responses of promoters require EE pairs, or can also be observed with single E elements. Indeed, this is the case (Figure 5—figure supplement 2).

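The slopes of single enhancers were calculated over the 1549 EC combinations shared by all 8 promoters. They were 1.61 for *Fgf5*, 1.53 for *Lefty1*, 1.35 for *Tbx3*, 1.33 for *Sox2*, 0.732 for *Nanog*, 0.625 for *Otx2*, 0.617 for *Klf2* and 0.213 for *Ap1m1*. Across the 8 promoters, Pearson's R with the log2 baseline was -0.889 (two-sided exact permutation test, p = 0.00672, adjusted p over 4 relations 0.0134) and Spearman's rho -0.833 (exact permutation test, p = 0.0154). Without *Lefty1* and *Tbx3*, R was -0.941. With replicate numbers kept as a block, the mean R was -0.887 (exact permutation test, p = 0.00605). The limit from the normalization to total counts, given for the EE slopes, applies here as well. Pearson's R of the EC boost indices with the average over promoters was 0.493 ± 0.100 (SD, n = 3) for *Ap1m1* and between 0.939 and 0.988 for the developmental promoters.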

## Discussion

### A large-scale survey of EEP combinations

Here, we employed an MPRA approach to measure three-way regulatory interactions in ~69,000 EEP combinations involving 8 promoters and 59 enhancers. This is of a much larger scale than previous efforts to elucidate the combinatorial interplay among enhancers, which typically focused on a handful of enhancers in single genomic loci (Bothma et al., 2015; Hay et al., 2016; Shin et al., 2016; Dukler et al., 2016; Joo et al., 2016; Lam et al., 2015; Carleton et al., 2017; Moorthy et al., 2017; Osterwalder et al., 2018; Thomas et al., 2021; Lin et al., 2022; Brosh et al., 2023). These previous studies pointed to a diversity of functional EE interactions, including redundancy, additivity, and synergy. Our study also uncovered a broad spectrum of functional interactions, but simple near-additive effects of EE combinations were predominant, while supra-additive interactions occurred at a lower frequency and were dependent on the specific enhancer and promoter context.

### Promoters ‘interpret’ and scale EE interplay

An important finding is that promoters can have substantial impact on supra-additivity of EE interactions. Promoters may thus be seen as ‘interpreters’ of EE combinations. This underscores the importance of studying triple combinations of elements, and perhaps in the future even more complex settings. A salient finding is that the different promoters show different degrees of responsiveness to EE pairs, with the stronger promoters being boosted less than the weaker promoters. The responses of the promoters follow roughly a power-law function of which the exponent is dependent on the promoter (Figure 5A and Figure 5—figure supplement 2, which are on log-log scale). Because it is not possible to define an absolute measure of enhancer strength, we cannot determine the absolute values of the exponents of the promoter power-law responses. This would be of interest because exponents <1 would lead to ‘diminishing returns’ with higher EE activities, while exponents >1 would correspond to increasing non-linear (see definition of non-linear in Computational methods section) amplification with higher EE activities. The apparent saturation observable at high enhancer activities in Figure 3C suggests that the exponents are most likely below 1. Our findings resemble those of an earlier study (Hong and Cohen, 2022), indicating that promoter activities are non-linearly scaled by the genomic environment, with the steepness of the scaling being negatively correlated with promoter strength.

### Episomal MPRAs versus genomic context

The reporters in our MPRA were not integrated into the genome. On the one hand, this ensures that all EEP combinations are tested under similar conditions, without confounding effects of variable chromatin contexts. On the other hand, we cannot rule out that the results are not fully representative of a natural chromatin environment. However, other studies have indicated that transiently transfected reporters generally behave quite similar, although not identically, to integrated reporters (Inoue and Ahituv, 2015; Klein et al., 2020), and another study indicated that chromatin context can scale transcriptional activity of inserted reporters in a simple linear manner that is largely independent of the inserted sequence (Maricque et al., 2018).

### Results may be biased by model system

We cannot rule out that our results are biased by our selection of enhancers and promoters, which was mostly focused on genes linked to pluripotency in mouse ESCs. We may have missed more prominent synergistic or other non-additive effects that may arise in different cell types or among different classes of enhancers and promoters. However, the protocol that we developed for three-way MPRAs should be generally applicable to any set of enhancers and promoters.

### Spacing and context of elements

It should also be considered that in our MPRA the enhancer and promoter elements are placed in fixed positions and close to one another, which does not recapitulate their relative positioning in the genome. Genomic distance and chromatin contexts could act as thresholds for activation, or turn additive interactions into non-linear relationships. For instance, the ability of a *Sox2* enhancer to activate its cognate promoter was found to depend on their distance, following a non-linear decay function (Zuin et al., 2022). The rules for EE interplay may depend on the EE distance or genomic context, as suggested by a recent report indicating that distant pairs of enhancers are more often synergistic than closely spaced enhancers, which tend to act additively (Lin et al., 2022). A recent study reported synergies between E elements in the *Sox2* locus control region (a large compound enhancer region) in the native genomic context (Brosh et al., 2023). We did not observe such synergies, but the data of that study are not directly comparable to ours due to differences in the size of the elements tested. In the native *Fgf5* locus, several of the E elements exhibited some degree of synergy in differentiated cells (Thomas et al., 2021). However, in mESCs this synergy was not detected, which is in line our results for the same E elements from the *Fgf5* locus. Possibly, the default mode of EE interplay is additive, while the precise chromatin context, element spacing, and cellular state may enable synergy in some genomic loci.

### Enhancer-promoter compatibility re-interpreted

In our previous MPRA study (Martinez-Ara et al., 2022) we found evidence for selectivity of enhancer-promoter functional interactions (see definition of selectivity in Computational methods section). However, due to the limited number of enhancer-promoter combinations tested we could not fully disentangle what caused these differences in promoter responses. The data from the eight promoters indicate that there are two intermingled factors that account for differences between promoters. First, distinct classes of promoters show different specificities, as illustrated by the poor correlations between the *Ap1m1* housekeeping promoter and the developmental promoters. Second, promoters scale the input they receive from enhancer pairs differently, as discussed above. It is probable that the compatibility differences we observed in our previous study (Martinez-Ara et al., 2022) are a mix of these two phenomena: (1) promoters that respond differently to enhancers because of specificity, and (2) promoters that respond differently to enhancers because of differences in responsiveness caused by their intrinsic strength.

### Relevance of findings and context

The findings presented here offer insights into two aspects of the gene regulatory process – interplay between enhancers, and promoter integration of the resulting signals – in a more quantitative manner. The near-additivity of enhancers will help us understand how different enhancers may be more or less relevant in different loci. The non-linearity of promoter responsiveness and the effects of promoters on enhancer-enhancer interactions illustrates how some promoters may be more sensitive to activating signals. Thus, it will be useful to quantify promoter responsiveness genome-wide to understand which genes may be more or less sensitive than others to environmental cues or to non-coding mutations. These aspects may be especially relevant for developmentally regulated transcription factors and their target genes, like the ones here studied, as they can be very sensitive to dosage changes (Naqvi et al., 2023).

## Methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Mus musculus*)	E14tg2a mouse embryonic stem cell (mESC)	ATCC	CRL-1821	
Gene (*M. musculus*)	*Klf2*	GenBank	16598	Promoters and enhancers; coordinates in Supplementary file 1
Gene (*M. musculus*)	*Sox2*	GenBank	20674	Promoters and enhancers; coordinates in Supplementary file 1
Gene (*M. musculus*)	*Otx2*	GenBank	18424	Promoters and enhancers; coordinates in Supplementary file 1
Gene (*M. musculus*)	*Lefty1*	GenBank	13590	Promoters and enhancers; coordinates in Supplementary file 1
Gene (*M. musculus*)	*Fgf5*	GenBank	14176	Promoters and enhancers; coordinates in Supplementary file 1
Gene (*M. musculus*)	*Tbx3*	GenBank	21386	Promoters and enhancers; coordinates in Supplementary file 1
Gene (*M. musculus*)	*Nanog*	GenBank	71950	Promoters and enhancers
Gene (*M. musculus*)	*Ap1m1*	GenBank	11767	Promoters and enhancers
Recombinant DNA reagent	Downstream Assay vector (JvAp102)	Martinez-Ara et al., 2022	JvAp102	Downstream reporter assay plasmid; ‘see Methods
Sequence-based reagent	Enhancer and promoter oligos	This paper	Primers	Supplementary file 4
Sequence-based reagent	Barcoding primers and sequencing primers	Martinez-Ara et al., 2022	Barcoding reagents	Supplementary file 4
Sequence-based reagent	Synthetic DNA negative controls	This paper	Negative controls	Supplementary file 2
Peptide, recombinant protein	Gibson Assembly Master Mix	NEB	Cat# E2611S	
Peptide, recombinant protein	I-CeuI	NEB	#R0699S	
Peptide, recombinant protein	I-SceI	NEB	#R0694S	
Commercial assay or kit	Mouse Embryonic Stem Cell Nucleofector Kit	Lonza	#VPH-1001	
Chemical compound, drug	TRIsure	Bioline	(#BIO-38032)	
Commercial assay or kit	GeneJET RNA extraction kit	Thermo Fisher	#K0732	
Peptide, recombinant protein	DNase I	Roche	#04716728001	
Peptide, recombinant protein	Maxima Reverse transcriptase	Thermo Fisher	#EP0743	
Peptide, recombinant protein	MyTaq Red mix	Bioline	#BIO-25043	
Strain, strain background (*Escherichia coli*)	e. cloni 10G supreme	Lucigen	#60081-1	Electrocompetent cells
Peptide, recombinant protein	Takara ligation kit version 2.1	Takara	#6022	
Peptide, recombinant protein	Klenow HC 3′ ->5′ exo	NEB	#M0212L	
Commercial assay or kit	ISOLATE II PCR and Gel Kit	Bioline	BIO-52059	
Peptide, recombinant protein	Fast-link ligase	Lucigen	LK0750H	
Peptide, recombinant protein	End-It DNA End-Repair Kit	Epicentre	#ER0720	
Commercial assay or kit	dsDNA High sensitivity Qubit kit	Invitrogen	#Q33231	
Commercial assay or kit	CleanPCR magnetic beads	CleanNA	#CPCR-0050	
Peptide, recombinant protein	XcmI	NEB	#R0533S	
Peptide, recombinant protein	T4 DNA ligase	Roche	#10799009001	
Peptide, recombinant protein	AvrII	Thermo Fisher	#ER1561	
Peptide, recombinant protein	NheI	NEB	#R0131S	
Strain, strain background (*Escherichia coli*)	5-alpha Competent *E. coli*	NEB	#C2987	Competent cells
Peptide, recombinant protein	LIF	Sigma-Aldrich	#ESG1107	2i+LIF media
Chemical compound, drug	Monothioglycerol	Sigma-Aldrich	#M6145-25ML	2i+LIF media
Chemical compound, drug	CHIR-99021	MedChemExpress	#HY-10182	2i+LIF media
Chemical compound, drug	PD0325901	MedChemExpress	#HY-10254	2i+LIF media
Other	BSA	Gibco	#15260-037	2i+LIF media
Other	DMEM-F12medium	Gibco	#11320-033	2i+LIF media
Other	Neurobasal medium	Gibco	#21103-049	2i+LIF media
Chemical compound, drug	N27	Gibco	#17504-044	2i+LIF media
Chemical compound, drug	B2	Gibco	#17502-048	2i+LIF media
Commercial assay or kit	MycoAlert Mycoplasma Detection Kit	Lonza	#LT07-318	
Software, algorithm	BatchPrimer3 version 1.0	You et al., 2008	version 1.0	https://wheat.pw.usda.gov/demos/BatchPrimer3/
Software , algorithm	Starcode	Zorita et al., 2015	version 1.1	https://github.com/gui11aume/starcode
Software, algorithm	Python	Rossum and Drake, 2009	version 3.6	https://www.python.org/downloads/release/python-362/
Software, algorithm	Bowtie2	Langmead and Salzberg, 2012	version 2.3.4	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml
Software, algorithm	R	R Development Core Team, 2021	version 4.0.5	https://www.r-project.org/
Software, algorithm	ggplot2	Wickham, 2016	ggplot2	https://ggplot2.tidyverse.org/
Software, algorithm	Snakemake	Köster and Rahmann, 2012	version 4.4.0	https://anaconda.org/bioconda/snakemake/files?version=4.4.0

### Cell culture

We used E14tg2a male mESCs (ATCC CRL-1821) cultured in 2i+LIF for all experiments. As described (Martinez-Ara et al., 2022, 35594855), we prepared 2i+LIF media according to the 4DN nucleome protocol (https://data.4dnucleome.org/protocols/cb03c0c6-4ba6-4bbe-9210-c430ee4fdb2c/). The reagents used were Neurobasal medium (#21103-049, Gibco), DMEM-F12medium (#11320-033, Gibco), BSA (#15260-037; Gibco), N27 (#17504-044; Gibco), B2 (#17502-048; Gibco), LIF (#ESG1107; Sigma-Aldrich), CHIR-99021 (#HY-10182; MedChemExpress) and PD0325901 (#HY-10254; MedChemExpress), monothioglycerol (#M6145-25ML; Sigma), and glutamine (#25030-081, Gibco). Mycoplasma contamination was ruled out by monthly tests (#LT07-318; Lonza).

### Selection of promoters, enhancers, and controls

For the construction of the libraries we selected seven developmental genes from the mESC pluripotency regulatory network (Acampora et al., 2013; Dunn et al., 2014; Kim et al., 2014; Thomas et al., 2021), *Klf2, Sox2, Nanog, Otx2, Lefty1, Ffg5, Tbx3;* and the housekeeping gene *Ap1m1* (Hounkpe et al., 2021), which is neighbouring the *Klf2* gene. The promoters of these genes were identified based on transcript and TSS annotation (Frankish et al., 2019) and overlaps with DHS (Joshi et al., 2015) as previously described (Martinez-Ara et al., 2022). We then selected sequences that approximately cover –350 to 50 bp around the TSS.

The clusters of enhancers were selected in as follows: (1) Clusters of enhancers that were known to regulate the developmental genes (*Nanog, Sox2, Fgf5* clusters) (Blinka et al., 2016; Brosh et al., 2023; Thomas et al., 2021; Zuin et al., 2022). (2) Putative clusters of enhancers in proximity of one of the developmental genes and that overlapped with previously defined super-enhancers (*Lefty1, Tbx3, Otx2* clusters) (Hnisz et al., 2013; Whyte et al., 2013). (3) A cluster of putative enhancers previously identified by us (Martinez-Ara et al., 2022) to act as enhancers in an MPRA (*Klf2* cluster). (4) Clusters of enhancers identified as putative enhancers of other mESC pluripotency genes for which we did not include their promoters (*Pou5f1* and *Nodal* clusters) and overlapping with previously defined super-enhancers (Hnisz et al., 2013; Hnisz et al., 2015; Whyte et al., 2013).

Clusters of enhancers were divided into single enhancers based on DHS (Joshi et al., 2015). These single enhancers were then resized to ~450 bp from the centre of DNAse hypersensitivity peaks as previously described (Martinez-Ara et al., 2022).

For the library construction we included twenty 450-bp-long randomised control sequences as previously described (Martinez-Ara et al., 2022). Fifteen of these were based on five DHS peak sequences that were randomly scrambled. The other five controls were randomly generated sequences with the similar GC content as the DHS peak sequences. These control sequences were ordered as synthetic DNA. Supplementary file 2 contains the sequences of these controls.

For single enhancers and promoters we designed PCR primers against the 50 bp ends of each selected element using BatchPrimer3 version 1.0 (You et al., 2008). This yielded PCR products of ~400 bp for each element. Supplementary file 1 lists the coordinates of all individual enhancers and promoters. Supplementary file 4 lists primer sequences.

### EEP library generation

The vector for library construction was previously used for the downstream reporter assay in our previous study (Martinez-Ara et al., 2022). This vector is based on a pSMART backbone. It contains a green fluorescent protein (GFP) open reading frame followed by a barcode, and a psiCheck polyadenylation signal (PAS) introduced during barcoding, followed by the cloning site for inserts and a triple polyadenylation site (SV40+bGH+psiCheckPAS).

Each of the selected eight promoters were amplified by PCR and individually inserted by Gibson assembly (#E2611S; New England Biolabs) into the reporter vector. Each construct was transformed into standard 5-alpha competent bacteria (#C2987; NEB) grown overnight in 500 ml of standard Luria Broth (LB) with 50 mg/ml of kanamycin and purified. Then, each promoter sequence was verified by Sanger sequencing.

Each of the promoter vectors was then barcoded. Similar to what we described previously (Martinez-Ara et al., 2022)**,** we digested 10 µg of each vector with AvrII (#ER1561; Thermo Fisher) and XcmI (#R0533; NEB) and performed a gel-purification. Barcodes were amplified in 10 separate 100 µl PCRs using 5 µl of 10 mM primer 275JvA, 5 ml of 10 mM primer 465JvA, and 1 µl of 0.1 mM template 274JvA (see Supplementary file 4 for sequences). 14 PCR cycles were performed using MyTaq Red Mix (#BIO-25043; Bioline), yielding 30 µg of barcodes. We purified barcodes by phenol-chloroform extraction and isopropanol precipitation. Barcodes were digested overnight with 80 units of NheI (#R0131S; NEB) and purified by magnetic bead purification (#CPCR-0050; CleanNA). Each promoter vector and barcodes were then ligated in one 100 µl reaction. In each reaction we used 3 µg of digested vector and 2.7 µg digested barcodes, 20 units NheI (#R0131S; NEB), 20 units AvrII, 10 ml of 103 CutSmart buffer, 10 µl of 10 mM ATP, 10 units T4 DNA ligase (#10799009001 Roche). We performed a cycle-ligation of six cycles (10 min at 22°C and 10 min at 37°C), followed by 20 min heat-inactivation at 80°C. Linear barcoded vectors were purified by magnetic beads and digested for 3 hr with 40 units of XcmI (#R0533S; NEB). Finally barcoded vectors were purified again by gel-purification.

Single enhancers were amplified by PCR from E14tg2a mESC genomic DNA, then purified with magnetic beads (#CPCR-0050, Clean NA) and quantified by Qubit using dsDNA High sensitivity Qubit kit (#Q33231; Invitrogen). Single enhancers and random controls were combined in approximately equimolar manner. This pool of elements was end-repaired using End-It DNA End-Repair Kit (#ER0720; Epicentre) and self-ligated using Fast-link ligase (LK0750H; Lucigen). Duplets of 800–1000 bp were excised from agarose gel, purified (BIO-52059; Bioline), and A-tailed using Klenow HC 3′ → 5′ exo (#M0212L; NEB).

The pool of duplets was ligated to each of the barcoded promoter vectors using Takara ligation kit version 2.1 (#6022; Takara). Ligation products were purified using magnetic bead purification and 2 µl of the ligation were electroporated into 20 µl of electrocompetent e. cloni 10G supreme (#60081-1; Lucigen). To estimate the approximate complexity of the resulting libraries, dilutions of the electroporated bacteria were plated for overnight culture and colonies were counted. We aimed at a minimum of 2 million complexity per library in order to have sufficient expected representation of all possible combinations.

When the estimated complexity of the libraries was not high enough, we amplified the ligation products with primers aligning to the vector. This generated PCR products consisting of the duplets pool and a vector overhang. These PCR products were used for Gibson assembly with the barcoded promoters (#E2611S; NEB). Gibson assembly reactions were purified with magnetic beads and 2 µl of the reaction were electroporated into 20 µl of electrocompetent e. cloni 10G supreme (#60081-1; Lucigen).

Each library was grown overnight in 500 ml of standard LB with 50 mg/ml of kanamycin and purified using a maxiprep kit (K210016, Invitrogen).

### Characterisation of libraries by iPCR and sequencing

Barcode to insert (enhancer and control duplets) combinations were identified by inverse PCR (iPCR) and Illumina sequencing as described before (van Arensbergen et al., 2017). In brief, each library was digested overnight with I-CeuI (#R0699S, NEB), barcode-insert fragments were then circularised, remaining linear fragments digested, and barcode-insert fragments were linearised again with I-SceI (#R0694S; NEB). Barcode-insert fragments were then amplified by PCR with Illumina adapters and sequenced on an Illumina NextSeq 550 platform using 150 bp paired-end sequencing. Each library was processed separately and mixed together for sequencing.

### Transfection of libraries

Each EEP library was transfected separately into E14tg2a mESCs. Per library 20 million cells were nucleofected (5 µg of library and 5 million cells per cuvette, 5 cuvettes) using Amaxa nucleofector II, program A-30, and Mouse Embryonic Stem Cell Nucleofector Kit (#VPH-1001, Lonza). Three biological replicates were performed per library on different days. Cells were collected 24 hr after transfection in 5 ml of TRIsure (#BIO-38032; Bioline) and frozen at –80°C until further processing.

### cDNA sequencing

RNA was extracted and prepared for sequencing as described for the Downstream Assay in our previous study (Martinez-Ara et al., 2022). From each sample, the aqueous phase containing the total RNA of the TRIsure solution was extracted and purified on an RNA extraction column (#K0732, Thermo Scientific). Total RNA was digested with 10 units of DNase I (#04716728001; Roche) for 30 min in 10-8 10 µl reactions containing 5 µg of RNA. DNase I was inactivated by the addition of 1 µl of 25 mM EDTA and incubation at 70°C for 10 min.

cDNA was produced in 20 µl reactions (1 per 10 µDNAse reaction) using Maxima Reverse transcriptase (#EP0743; Thermo Fisher Scientific) and a gene-specific (targeting the GFP reporter) primer (JvA304, see Supplementary file 4 for sequence). dNTPs and the primer were mixed with the DNAse digested RNA and incubated at 65°C for 5 min. The RT buffer, enzyme, and RNAse inhibitor were added and the reaction was incubated at 50°C for 1 hr. cDNA was then amplified by two nested PCRs to make it strand specific. The first PCR uses index variants of 285JvA (containing the S2, index, and p7 adaptor) and primer 305JvA (targeting the adapter introduced by 304JvA). Each 20 µl RT reaction was amplified in a 100 µl PCR with MyTaq Red mix (#BIO-25043; Bioline). The second PCR was performed using 10 µl of the product of the previous reaction in a 100 µl reaction using the same index variant primer and index variants of 437JvA (containing the S1, index, and p5 adaptor) (see Supplementary file 4 for primer sequences). The first PCR was run for 10 cycles and the second one for 8 cycles using the recommended Mytaq Red mix conditions (for both PCRs: 1 min 96°C, then each cycle 15 s 96°C, 15 s 60°C, 15 s 72°C). PCR products were purified with magnetic beads and mixed for sequencing in an Illumina NovaSeq 6000 platform using 100 bp single-end reads.

### pDNA sequencing

Plasmid libraries were processed for sequencing as described (Martinez-Ara et al., 2022) but using dual indexing for sequencing on a NovaSeq 6000 platform with 100 bp single-end reads. 1 µg of each plasmid was digested with I-SceI in order to linearise the plasmid. Barcodes were amplified by PCR for 9 cycles from 50 ng of material. Primers and reaction conditions were the same as in the amplification of cDNA. PCR products were purified using magnetic beads and mixed for sequencing.

### Computational methods

cDNA and plasmid DNA (pDNA) data pre-processing and linking of barcodes to duplets was performed using a custom snakemake pipeline (Köster and Rahmann, 2012). All other data analyses and quantifications were performed in R (R Development Core Team, 2021). Figures were generated using ggplot2 (Wickham, 2016). The snakemake pipeline and all the scripts used in this publication are available in a GitHub repository (https://github.com/vansteensellab/EEPCombinations, copy archived at Martinez-Ara, 2024).

### Linking barcodes to duplet inserts

The custom pipeline for linking barcodes to duplet inserts was previously described (Martinez-Ara et al., 2022, 35594855). In brief, iPCR reads from each library were locally aligned using Bowtie (version 2.3.4) (Langmead and Salzberg, 2012) with very sensitive parameters (–very-sensitive-local) on a custom Bowtie genome. This custom Bowtie genome consists of virtual chromosomes that correspond to each of the enhancer and control sequences used to generate the combinatorial libraries. Bam files were processed by a custom Python script (Rossum and Drake, 2009). This script extracts from read 1 the barcode sequence, and the identity and orientation of the DNA fragment in position 1. From read 2 it extracts the identity and orientation of the DNA fragment in position 2. Finally, barcodes were clustered using Starcode (version 1.1) (Zorita et al., 2015) to remove PCR and sequencing errors.

### cDNA and pDNA data pre-processing

For each cDNA and pDNA replicate of each library, barcodes were extracted from single-end reads using a custom Python script that matches the constant region after the barcode. Barcodes were clustered using Starcode (version 1.1) (Zorita et al., 2015) to remove errors from sequencing and counts were summarised.

### cDNA and pDNA data post-processing

For each library cDNA and pDNA barcodes were matched to iPCR barcodes. Any barcode assigned to multiple fragment identities was removed from the data. Per cDNA/pDNA replicate barcode counts were normalised to the total number of barcode counts. Then, activity was calculated per barcode and cDNA replicate as the cDNA:pDNA normalised counts ratio. Per individual duplet combination these normalised activity ratios were averaged across barcodes with a minimum requirement of five barcodes and eight pDNA counts per barcode. The mean activity across the three replicates was calculated as the geometric mean.

### Calculation of boost indices

In our previous study (Martinez-Ara et al., 2022) we observed that it was critical to use control sequences to estimate the baseline activity of the promoters. For each promoter we used all of the CC combinations to estimate its baseline activity. We calculated this as the median activity across all CC combinations. Then, the boost index of an EE or EC (single enhancer boost index) combination was calculated as the log_2_ ratio between the observed activity of this combination and the baseline activity of the promoter. Except in Figure 2—figure supplement 2, boost indices were averaged across positions and orientations. In Figure 2a boost indices were averaged across all EC combinations for each enhancer. In Figure 3a boost indices were averaged across orientations but not positions.

### Selectivity of promoters

To analyse the selectivity of promoters on single enhancers (enhancer-control-promoter combinations) we used a Welch F-test due to the heteroscedasticity of the data. The test was performed on each of the populations of enhancer-control-promoter combinations. First the data was confirmed to be approximately normal by a Shapiro test, which confirmed that 94.1% of the 439 single enhancers+promoter combinations (that could be tested) show normal distributions (at a 1% FDR).

Definition of selectivity: We consider selectivity of enhancers and promoters as the differences that lead to an enhancer quantitatively activating some promoters more strongly than others. We prefer the use of selectivity rather than compatibility because compatibility in a biochemical sense is more of an on/off binary descriptor. Therefore, we consider selectivity is a better descriptor of a quantitative difference.

### Calculation of additive and multiplicative expected activities

To calculate the expected additive and multiplicative activities we first had to determine three values. The baseline activity of the promoter (A_CCP_) was measured as the median activity across all CC combinations for each promoter. The single enhancer activity estimates (A_E1CP_ and A_CE2P_, enhancer in position 1 and position 2, respectively) were calculated as the median activity of all enhancer-control combinations where the enhancer was found in either position 1 (A_E1CP_) or position 2 (A_CE2P_). Therefore,

A_CCP_ = median{A_C1C2P_, A_C1C3P_, …, A_CiCjP_}
A_E1CP_ = median{A_E1C1P_, A_E1C2P_, …, A_E1CiP_}
A_CE2P_ = median{A_C1E2P_, A_C2E2P_, …, A_CiE2P_}

Then, for each enhancer-enhancer-promoter combination the expected additive activity was calculated as the sum of the estimated activities of the single enhancers in each position minus the promoter baseline activity (A_E1CP_ + A_CE2P_ – A_CCP_). The multiplicative expected activity was calculated as the product of the estimated activities of the single enhancers in each position divided by the promoter baseline activity ((A_E1CP_ * A_CE2P_)/A_CCP_). For the expected additive activity, the SD of the estimate was propagated as the square root of the sum of the variances of the single measurements. Therefore,

Expected Additive Activity = (A_E1CP_ + A_CE2P_ - A_CCP_)
Expected Multiplicative Activity = (A_E1CP_ * A_CE2P_)/A_CCP_

The additive expected activities were then used to calculate log_2_(observed/expected) ratios in order to find supra-additive behaviours between enhancers. To find trends the log_2_ ratios were then averaged for each enhancer across EE pairs.

### Non-linear promoter responses

For every EE combination present in all eight libraries we averaged boost indices across the eight promoters. This average enhancer effect was then used to calculate the slope between the average boost index and the observed boost index for each of the promoters. The slopes were calculated using the lm function in R.

Definition of non-linear: We consider non-linear any relationship between two variables in the linear space where a change of one variable does not correspond to a proportional change in the other variable that follows a linear equation. Therefore, we consider proportional changes in the log-space as non-linear as they arise from non-linear relationships in the linear space.

### Materials availability

Libraries generated in this study are available upon request.

## Data Availability

Raw sequencing data and processed data are available at Gene expression Omnibus (GEO): GSE240586. Publicly available datasets that were used are listed in and are available at https://osf.io/yuc4e/. Lab journal records are also available at https://osf.io/yuc4e/. Code of data processing pipelines and analysis scripts are available at https://github.com/vansteensellab/EEPCombinations (copy archived at Martinez-Ara, 2024). The following datasets were generated: Martinez-AraM ComoglioF van SteenselB 2023Large-scale analysis of the integration of enhancer-enhancer signals by promotersNCBI Gene Expression OmnibusGSE24058610.7554/eLife.91994PMC1151725239466837 Martinez-AraM van SteenselB 2024Large-scale analysis of the integration of enhancer-enhancer signals by promotersOpen Science Framework10.17605/OSF.IO/YUC4EPMC1151725239466837 The following previously published datasets were used: JoshiO WangSY AtlasiY PengT SaeedS HandokoL KuznetsovaT 2015DNaseI_2iNCBI Gene Expression OmnibusGSM1856456 JoshiO WangSY AtlasiY PengT SaeedS HandokoL KuznetsovaT 2015DNaseI_serumNCBI Gene Expression OmnibusGSM1856455

# Supplementary material for: Large-scale analysis of the integration of enhancer-enhancer signals by promoters
**Source:** eLife. 2024 Oct 28;12:RP91994. doi: 10.7554/eLife.91994
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials availability section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. |  | X |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Supplementary Files 2 and 4 |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods, cell culture. Key resources table |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | x |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | x |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | x |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | x |
| Microbes: provide species and strain, unique accession number if available, and source. | Methods, EEP library generation. Key resources table |  |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **x** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | x |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | x |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | x |
| Randomisation |  | **x** |
| Blinding |  | x |
| Inclusion/exclusion criteria |  | x |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Results, Construction of libraries/experimental design.  Methods, transfection of libraries. |  |
| Define whether data describe technical or biological replicates. | Results, Construction of libraries/experimental design.  Methods, transfection of libraries. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | x |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | x |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Methods, cDNA and pDNA data post-processing. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods, Selectivity of promoters,.  Figure 2, 3 and 4 legends.  Figure 2–figure supplement 3 legend |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability section. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data availability section. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Data availability section. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Data availability section and Key resources table. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Data availability section. |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | x |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | x |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

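Activities were measured in mESCs of the line E14tg2a for 8 promoter libraries, each transfected in 3 biological replicates and collected after 24 hours. The series comprises 73 samples, of which 48 are cDNA, 16 are pDNA and 9 are inverse PCR samples. The replicate numbers come from the sample labels, and promoters, enhancers and controls from the supplementary files of the paper.

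The authors extracted barcodes, clustered them and removed barcodes assigned to several fragments. Each count was divided by the authors by the total barcode count of its sample, the cDNA to pDNA ratio was calculated per barcode, and the deposited activity is the mean of this ratio over at least 5 barcodes per combination with at least 8 pDNA counts each. The authors' deposited table gives this ratio for 110180 combinations, with a column per replicate and the geometric mean over replicates. The deposited log2 boost index of the authors is the activity over their baseline of the library. The authors also deposited expected additive activities, the log2 of observed over expected activity, and the number of EC combinations behind each single-enhancer median. These medians were checked for 415 enhancer-promoter pairs in position 1 and 432 in position 2. They equalled medians recalculated with the combinations at 0 included, and the deposited numbers of EC combinations matched as well. The authors thus kept combinations at 0 in these medians, whereas the single-enhancer medians behind the results here leave them out. This concerns *Fgf5* most, where 1609 of 1873 EC combinations were above 0. The smallest deposited number of EC combinations was 6. Of 64335 EE combinations with a deposited expected additive activity, 184 have one of 0 or below. The table holds no barcode numbers or counts, so the depth behind each activity is unknown, and no counting error, confidence interval or smallest detectable activity is given.

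From the activities of the replicates, the geometric mean, baseline, boost indices, expected activities and all later values were recalculated with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Combinations at 0 in any replicate, 491 in all, have no log2 value and were left out. The baseline is the median over CC combinations above 0. This choice was made after the table was seen, because the median over all 60 CC combinations of *Fgf5* is 0. The baselines in the authors' deposited table differ from the recalculated ones, and several other definitions tried after the data were seen did not give them. Single-enhancer activities are medians over EC combinations in each position. The expected additive activity is the sum of both single-enhancer activities minus the baseline, and the expected multiplicative activity is their product over the baseline. The SD of the expected additive activity was propagated in the linear space. Slopes are those of ordinary least squares over combinations measured with all 8 promoters.

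Single enhancers were tested against CC combinations by a two-sided exact rank-sum test at a 1% FDR. Selectivity for promoters was tested by a Welch F statistic of mean boost indices, which allows unequal variances, with 10000 permutations at a 5% FDR. Differences between types of combinations and between models were tested over the 8 libraries by an exact sign-flip permutation test, and relations with the baseline by exact permutation of all pairings. Loci of enhancers were permuted 10000 times. The promoters, the enhancers named in the paper, the 3 enhancers with the highest and the 3 with the lowest average boost index, those supra-additive in at least 2 promoters and pairs below the controls in all replicates are named in the text, a rule fixed before the data were examined.

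The calculations were tested on simulated data. Of 380 simulated pairs with an effect, 98.9% were recovered, and 1 of 72 pairs without an effect was called. All 48 simulated selective enhancers were called, as were 3 of 9 without selectivity. Simulated additive and multiplicative data gave additive minus multiplicative differences of Pearson's R of 0.0272 and -0.0293. A planted difference of 0.1 log2 units between loci was recovered as 0.09 (permutation test, p = 1e-04, the smallest that 10000 permutations allow). The simulated noise was independent between combinations, without deviations from additivity shared by the combinations of an enhancer. This recovery therefore does not show which difference between loci could be detected in the deposited data.

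Alternatives changed the replicates used, the way of averaging, the minimum number of EC combinations, the limit for deviations from additivity, the promoters included and the way of fitting slopes. A minimum of 10 barcodes was not used, since barcode numbers are not in the table, and a baseline from random controls alone was not used, since *Fgf5* has 0 such combinations above 0. Sequencing reads were not analysed here.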

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

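The tests of causes in this part were chosen only after the results were seen. Among 21 measures compared across the 8 libraries, 8 had a library whose gap to the nearest other exceeded the critical value of Dixon's test for 8 values, where 1.05 are expected by chance. They concern *Fgf5*, *Klf2* and *Ap1m1*.

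In the *Fgf5* library, 4.45% of combinations had an activity of 0, against at most 0.449% in the others. The median SD of log2 activity over its replicates was 0.36, against at most 0.22 elsewhere, and the median SD of its single-enhancer boost indices over replicates was 0.46. A candidate explanation for the zeros is a lower depth of replicate 3. The 289 combinations at 0 in this replicate alone had a median activity in the other replicates of 0.186, against 0.977 for the rest, and it exceeded that of 10.5% of them. Because activities correlate between replicates, combinations at 0 in any replicate are low in the others whatever the cause, so this comparison does not single out depth. Depth itself is unknown, and no biological explanation was tested.

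The intercept of the *Fgf5* EE slope was -1.14, against 0.02 to 0.50 for the other promoters. Of its single enhancers, 37.3% activated it, against 89.5% to 98.2% elsewhere. The small number of *Fgf5* combinations is a candidate explanation for the low share. With the other libraries thinned to the numbers of *Fgf5* in 20 draws, the lowest mean share over draws was 48.9%, for *Ap1m1*, and the other means ranged from 62.3% to 85.1%. Single draws of *Ap1m1* ranged from 27.5% to 72.5%, and 5 of 20 were at or below the share of *Fgf5*, whereas 0 of 20 were for each of the other 6 libraries, whose lowest draw was 49.0%. Thinning thus reached the share of *Fgf5* only in part of the draws of *Ap1m1*, so small numbers alone are not excluded, but the other developmental libraries speak against them. With the combinations at 0 kept, which raises the number of *Fgf5* CC combinations from 23 to 60, 32 of 52 *Fgf5* pairs were activated, so the low share also depends on leaving these combinations out. The cause of the intercept was not tested.

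In the *Klf2* library, 19.1% of CC combinations held both fragments in opposite orientations, against 0.332% in the other 7 libraries together. The controls share both ends, so loss of inserts with shared ends in opposite orientations was examined for the low share in those 7 libraries. Their EC combinations, which hold a single control, lay in opposite orientations in 49.6%, as such a loss would give. However, 6179 of these were plus-minus and 10127 minus-plus, against 14009 and 16078 among EE combinations. Shared ends of 2 controls do not account for this imbalance. EE combinations that hold the same enhancer in both positions also share both ends. Only 21 of them were measured over the 8 libraries, all in opposite orientations and 0 in the same orientation. With so few in either orientation, they do not decide for or against such a loss. The cause of the low share and that of the higher share in *Klf2* remain open.

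The correlation of *Ap1m1* boost indices with the average over promoters was 0.419 for EE combinations and 0.493 for EC combinations, against at least 0.931 and 0.939 for the other promoters. Noise of the measurement is a technical explanation. The reliability of *Ap1m1* was 0.964 over the 6085 shared EE combinations, and the EE correlation divided by its square root was 0.427, below those of the other promoters. With the reliability over all *Ap1m1* combinations, which is not that of the compared combinations, it was 0.440. *Ap1m1* is the only housekeeping promoter among the 8, so no biological explanation was tested.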

How the results depend on the processing

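Of the alternatives, 16 were chosen before the data were examined, and the use of the authors' deposited baseline and of combinations at 0 was added after the data were seen. Leaving out *Fgf5* was set beforehand for some results and added for others. Among the alternative values of the main comparisons, 111 kept their direction and side of the threshold (results with a test), moved by less than the replicate SD (values without a test) or stayed within 1.5 times the main number (counts), 1 lost significance, 5 moved and 0 reversed. Among the other results, 615 stayed in the same way, 118 moved and 0 reversed.

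The highest share of EE combinations nearer the multiplicative expectation, 35.1%, was 33.1% with single-enhancer activities per position and orientation, 18.8% among combinations whose expectations differed by over 1 log2 unit, and 36.4% with the authors' deposited table, chosen after the data were seen. The correlation of the supra-additive share with the baseline fell short of significance with a fixed limit of 0.5 log2 units (-0.652, exact permutation test, p = 0.0797), and p ranged from 0.000124 to 0.0797 over the alternatives (exact permutation tests). The 37 enhancers with supra-additivity in at least 1 promoter became 6 without *Fgf5*, and 13 with combinations at 0 kept, an alternative chosen after the data were seen. The causes of these changes were not tested, except that 36 of the 43 supra-additive pairs belong to *Fgf5*.

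The number of activated pairs ranged from 385 to 409 and that of selective enhancers from 54 to 56. The EE minus EC difference ranged from 1.04 to 1.18, and the additive minus multiplicative difference from 0.0210 to 0.0263. The relation of slopes with the baseline ranged from -0.986 to -0.835 for EE and from -0.981 to -0.833 for EC combinations. The correlation between promoters with only developmental promoters is 0.805 by construction and shows no stability. Results that rest on *Fgf5* are limited by its 23 CC combinations.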

Differences from the paper's values

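For the share of EE combinations nearer the multiplicative expectation, the paper's highest value is 17%, and the recalculated one 35.1%. Requiring the expectations to differ by over 1 log2 unit, an alternative set before the data were examined, gave 18.8%. The other alternatives set then did not close the gap and ranged from 33.1% to 36.4%.

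The paper's number of enhancers with supra-additivity in at least 1 promoter is 19, and the recalculated one 37. None of the alternatives set before the data were examined closed the gap, with numbers from 6 to 39. With combinations at 0 kept, chosen after seeing the values, the number was 13.

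The paper's shallowest slope is 0.32 and is given for the developmental promoters. The shallowest recalculated slope among these was that of *Klf2*, 0.638, and none of the alternatives set before the data were examined closed the gap, with values of the shallowest developmental promoter from 0.563 to 0.710.

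Over all 8 promoters, the shallowest recalculated slope was 0.207 and belonged to *Ap1m1*, which the paper's range does not name. Set against the paper's value of 0.32, which is for another group of promoters, it differed by less than 1.5 times with combinations in at least 4 other libraries (0.226), orthogonal slopes (0.256), without replicate 1 (0.228), without replicate 3 (0.222) and without *Fgf5* (0.257). It differed by more with the 7 developmental promoters only (0.563), the average over the other 7 promoters (0.163) and without replicate 2 (0.173).

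The paper's correlation of the supra-additive share with the baseline is about -0.92, Fig. 4B, read by eye, and the recalculated one -0.853. Of the alternatives set before the data were examined, those without replicate 2 (-0.932) and without replicate 3 (-0.900) came nearest to it, and the others ranged from -0.957 to -0.652. The baseline and expected activities of the authors' deposited table, chosen after seeing the values, gave -0.916. All of these differ from the reading by more than the replicate SD of 0.00334, which is finer than a reading by eye, so whether any of them closes the gap cannot be decided. The replicates alone gave -0.956, -0.956 and -0.950, all below -0.853, so this SD is no error of that value.

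The paper's correlation of EC slopes with the baseline is about -0.97, Figure 5—figure supplement 2, read by eye, and the recalculated one -0.889. Among the alternatives set before the data were examined, those without replicate 2 (-0.918), without replicate 3 (-0.917) and without *Fgf5* (-0.981) came within the replicate SD of the paper's value. The others did not: without replicate 1 (-0.833), the replicate block (-0.887), the 7 developmental promoters only (-0.836), the average over the other 7 promoters (-0.897) and orthogonal slopes (-0.855). The authors' deposited table, chosen after seeing the values, gave -0.954.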

Other observations

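The tests of *Fgf5* in the low range and of Pou5f1_E084 were chosen only after the results were seen, and the other 3 tests before the data were examined.

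The fall of slopes with the baseline may arise in part from the normalization of each library to its own total counts. Mean activities ranged from 0.929 to 1.69, a log2 range of 0.86, against 2.76 for the baselines. The log2 baseline correlated with minus the log2 mean fold boost with a Pearson's R of 0.962 over 8 libraries, but the baseline enters both measures, so a high R was fixed in advance and speaks neither for nor against this explanation. It was not tested otherwise.

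Enhancers were set against the promoter of their own locus. The residual boost index of 42 own-locus pairs differed from that of 409 other pairs by 0.00404 (permutation of loci, p = 0.922). By locus, the difference was 0.35 for *Sox2* (6 enhancers), 0.03 for *Klf2*, 0.01 for *Otx2*, -0.05 for *Nanog*, -0.06 for *Lefty1*, -0.09 for *Tbx3* and -0.15 for *Fgf5*, so the pooled value averages over opposite directions. Differences of single loci were not tested. For the 4 enhancers of the *Klf2* locus at the neighbouring *Ap1m1* promoter, the difference from 53 other enhancers was 0.0735 (exact permutation test, p = 0.585).

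For *Fgf5*, observed activities in the lowest of the 4 groups ordered by expected activity lay above the additive expectation by a median of 1.27. With combinations at 0 kept, this fell to 0.34, against -0.04 to 0.24 in the other libraries. Keeping them changes the baseline, which becomes 0, and the single-enhancer medians at the same time, so the change does not isolate the baseline, and the deviation cannot be told apart from a baseline raised by leaving out zeros.

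Pou5f1_E084 lowered the activity of *Ap1m1*. Its median boost index was below 0 in 4 of 4 settings of position and orientation (-0.11, -0.68, -0.79 and -0.63) and with 20 of 20 control partners, so a few partners or a single position do not account for it. A repressive effect of this fragment on *Ap1m1* is a hypothesis found and tested on the same data.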
